# New insights into the responder/nonresponder divide in rectal cancer: Damage-induced Type I IFNs dictate treatment efficacy and can be targeted to enhance radiotherapy

**DOI:** 10.21203/rs.3.rs-2767780/v1

**Published:** 2023-04-13

**Authors:** Scott Gerber, Taylor Uccello, Maggie Lesch, Sarah Kintzel, Lauren Gradzewicz, Lillia Lamrous, Shawn Murphy, Fergal Fleming, Bradley Mills, Joseph Murphy, Angela Hughson, Jesse Garrett-Larsen, Haoming Qiu, Michael Drage, Jian Ye, Nicholas Gavras, David Keeley, Tanzy Love, Elizabeth Repasky, Edith Lord, David Linehan

**Keywords:** rectal cancer, DAMPs, STING, radiotherapy, immunology

## Abstract

Rectal cancer ranks as the second leading cause of cancer-related deaths. Neoadjuvant therapy for rectal cancer patients often results in individuals that respond well to therapy and those that respond poorly, requiring life-altering excision surgery. It is inadequately understood what dictates this responder/nonresponder divide. Our major aim is to identify what factors in the tumor microenvironment drive a fraction of rectal cancer patients to respond to radiotherapy. We also sought to distinguish potential biomarkers that would indicate a positive response to therapy and design combinatorial therapeutics to enhance radiotherapy efficacy. To address this, we developed an orthotopic murine model of rectal cancer treated with short course radiotherapy that recapitulates the bimodal response observed in the clinic. We utilized a robust combination of transcriptomics and protein analysis to identify differences between responding and nonresponding tumors. Our mouse model recapitulates human disease in which a fraction of tumors respond to radiotherapy (responders) while the majority are nonresponsive. We determined that responding tumors had increased damage-induced cell death, and a unique immune-activation signature associated with tumor-associated macrophages, cancer-associated fibroblasts, and CD8^+^ T cells. This signature was dependent on radiation-induced increases of Type I interferons (IFNs). We investigated a therapeutic approach targeting the cGAS/STING pathway and demonstrated improved response rate following radiotherapy. These results suggest that modulating the Type I IFN pathway has the potential to improve radiation therapy efficacy in RC.

## Introduction

Colorectal cancer (CRC) is a devastating malignancy ranking as the third most common cancer diagnosis (10%) and second leading cause of cancer-related death in the United States (1). Historically, treatment for patients diagnosed with early-stage rectal cancer (RC) was total mesorectal excision surgery (TMES) (2). This surgery is particularly invasive as it requires partial removal of the rectum to eliminate the tumor, and some patients are rendered dependent on colostomy bags that significantly impact quality of life (3). As a result, physicians and scientists are exploring additional therapeutic combinations to treat patients with RC.

Neoadjuvant therapy reduces the risk for local recurrence following surgical excision (4). The current standard of care for RC is neoadjuvant short course radiotherapy (SCRT) or chemoradiotherapy (CRT) with the potential of some patients having to undergo excision surgery (5). Fortunately, a fraction of patients initially respond to preoperative therapy (e.g. tumor regression) making TMES unnecessary for this cohort. Consequently, an approach known as Watchful Waiting (WW) has emerged following preoperative RT or CRT to postpone surgery, thus sparing rectal function, and offers a promising alternative to surgical excision for preserving quality of life (6). Unfortunately, only 30% of patients demonstrate a clinical complete response (cCR) following preoperative therapy and are eligible for WW (7).

Numerous studies have attempted to identify why some patients respond to RT or CRT whereas many patients show no signs of tumor control. Unfortunately, the driving factor(s) that dictate this divide have not yet been identified. Furthermore, there are currently no biomarkers that indicate whether patients will respond. Therefore, we focused on modeling the responder/nonresponder phenomenon in a preclinical model of RC to translate our findings to the clinic.

We developed an orthotopic murine model of RC(8) that demonstrates a clinically relevant, responder/nonresponder phenotype when treated with SCRT (5 Gy/fraction, five fractions). A thorough analysis of the tumor microenvironment (TME) via RNA sequencing, immunohistochemistry (IHC), depletion studies, and preclinical therapeutic modulation identified Type I Interferon (IFN) signaling as a key pathway involved in mediating the response to RT. This result was dependent on cell death and damage-associated molecular pattern (DAMP) signaling and can be improved therapeutically using a small molecule agonist. These findings offer a promising clinical strategy to improve the responsiveness to RT for RC patients.

## Materials And Methods

### Cell culture and growth kinetics

Murine Colon-38 (C57BL/6; American Type Culture Collection, Manassas Virginia, USA) and CT26 (BALB/c; Cellomics Technology, Halethorpe MD, USA) maintained in MAT/P (US Patent number 4.816.401) were supplemented with 2% Fetal Bovine Serum (FBS; GIBCO Thermo Fisher, Waltham MA, USA), 1% penicillin/streptomycin (Thermo Fisher), engineered to express luciferase (luc), and individual clones were selected by serial dilution. Growth kinetics were assayed by plating 1×10^5^ cells/well in 2 milliliter (mL) media and counted by trypan blue exclusion/hemocytometer at various timepoints.

### Murine Model, SCRT, and BLI

All experiments were approved by the University Committee on Animal Resources, performed in compliance with the National Institute of Health (NIH) and University approved guidelines. Six- to eight-week-old age matched female C57BL/6J, BALB/c, or IFN- knock-out (KO) mice (Jackson Laboratory, Bar Harbor ME, USA) were subjected to a twelve-hour light/dark cycle and kept in individually ventilated cages. 2.5×10^4^ MC38-luc or CT26-luc tumor cells were implanted orthotopically (8) and irradiated on days 9–13 with 5 Gray (Gy) RT per fraction for 5 consecutive fractions using a Small Animal Radiation Research Platform (SARRP) (8) with tumor burden measured by *In vivo* Imaging system (IVIS; Perkin Elmer, Waltham MA, USA).

For the ectopic model, 1×10^5^ MC38-luc tumor cells injected intramuscularly (i.m.) into the left flank muscle of C57BL/6 mice were locally irradiated from days 9–13 (5 Gy per fraction for five fractions). Mice were confined in a plastic case with only the tumor-bearing flank positioned directly on the uncovered section of the irradiator and tumor size was monitored.

### RNA sequencing preparation and analysis

Tumors were harvested on day 14 following SCRT, weighed, designated as responders or nonresponders, and prepared for bulk sequencing (9). Tumor-associated macrophages (TAMs; CD45+, CD11b +, Ly6C-, Ly6G-, F480+), CD8^+^ T cells (CD45+, CD8b+), MC38-GFP tumor cells (CD45− GFP+) and cancer-associated fibroblasts (CAFs; CD45^−^ CD31^−^ GFP^−^ PDGFR ^+^ Podoplanin^+^ Ly6C^+^) were sequenced.

For TAMs, samples were processed by filtering out genes with low expression and performing a variance stabilizing transformation resulting in filtered genes assessed by Principal Component Analysis (PCA) with principal component (PC)-1 demonstrating a 65% variance and PC2 a 14% variance. The Euclidian distance was calculated based on the expression vectors between the untreated average to each irradiated sample and plotted against tumor size. The accension numbers for the RNA sequencing data reported in this paper are GSE211991 and GSE227738

### Flow cytometry

Tumors were extracted, weighed, and homogenized in collagenase (Sigma Aldrich, St. Louis MO, USA) diluted in Hanks Balanced Salt solution (HBSS; Sigma Aldrich), followed by further homogenization in the gentle Macs homogenizer (Miltenyl Biotec, Bergisch Gladbach). Single cell suspensions were filtered (70-micron), stained with antibody cocktail in PAB (phosphate buffered saline (PBS), 0.1% sodium azide, 1% bovine serum albumin; Millipore Sigma, Burlington MA, USA) for 30 minutes, and fixed in CytoPerm/CytoFix (BD Bioscience, San Jose CA, USA) for 20 minutes followed by analysis on LSRII and FlowJo software (version 10.8.1).

### Measuring phosphorylated gamma H2A.x

Mice injected orthotopically with MC38-luc tumor cells received a single dose of 5 Gy targeted to the orthotopic tumor and were sacrificed three hours following RT. Tumors were processed for flow cytometry using fluorescently conjugated anti-CD45 and anti-phosphorylated gamma H2A Histone Family Member X (H2A.x) antibodies.

### Monitoring hypoxia in the TME

MC38-luc orthotopic mice were injected retro-orbitally with 150 micrograms (μg) of a 2-nitroimidazole based hypoxia marker (EF5; Millipore Sigma) or PBS three hours prior to sacrifice. Tumors were harvested and stained for flow cytometry using an ELKCy3 antibody (75ug/ml) (8).

### Histology

Excised tumors fixed in 10% neutral buffered formalin (Azer Scientific, Morgantown PA, USA) were paraffin embedded, sectioned into 5- micron slices, and stained with anti-cleaved caspase 3 (Cell Signaling, Danvers MA, USA), anti-High Mobility Group Box I (HMGB1; Abcam, Cambridge UK), or anti-Calreticulin (Abcam), followed by secondary antibody (Vector Laboratories, Newark CA, USA) and counter stained with hematoxylin. Marker expression was determined by Aperio Image Scope algorithm.

### Spatial transcriptomics

MC38-luc tumors harvested on day 11 (midway through SCRT) where 5-micron histological sections were adhered to spatially barcoded capture areas of a Visium Gene Expression Slide (10X Genomics, Pleasanton CA, USA). Following tissue placement, slide drying, and overnight incubation in a desiccator, the slide was deparaffinized, hematoxylin and eosin (H&E) stained, and imaged using a VS120 Slide Scanner (Olympus, Tokyo Japan) at 20X magnification. Sequence ready libraries were constructed (10X Genomics, CG000407) with final libraries sequenced on the NovaSeq 6000 sequencer (Illumina, Shanghai China) to obtain > 50,000 reads per spot and analyzed using the Seurat package in R (Uniform Manifold Approximation and Projection (UMAP) analysis, RNA assessment, bubble plots), and Loupe Browser (gene overlay).

### IFNα and IFNβ ELISA

MC38-luc tumor-bearing mice treated with either three doses of 5 Gy or the full SCRT dose were sacrificed on days eleven and fourteen, respectively. Tumors were harvested, weighed, snap frozen in Lysis II buffer, thawed, and manually homogenized. Homogenates were centrifuged at 300xG for five minutes and supernatants analyzed using the Mouse IFN Beta High Sensitivity ELISA kit and Mouse IFN Alpha All Subtypes High Sensitivity ELISA kit (Pbl Assay Science, Piscataway NJ, USA). Concentrations normalized to grams of tumor tissue.

### CD8^+^ T cell depletion

CD8 + T cells were depleted from MC38-luc orthotopic tumor-bearing mice by injecting 200μg/100 microliter (μL) PBS anti-mouse CD8 (BioxCell, Lebanon NH, USA) or IgG control s.c. every third day from days 5–19 and monitored by IVIS (Perkin Elmer).

### IFNAR neutralizing antibody treatment

The IFN alpha receptor (IFNAR) was blocked in MC38-luc orthotopic tumor-bearing mice by injecting 200μg/100μL PBS anti-mouse IFNAR (BioxCell) s.c. every third day from days 9–18 and monitored by IVIS.

### cGAMP treatment

MC38-luc orthotopic tumor-bearing mice were injected with 10 μg/mouse 2’3’-Cyclic Guanosine Monophosphate-Adenosine Monophosphate (cGAMP; Millipore Sigma) intratumorally on day eight. Mice received SCRT, and immediately following each dose of RT were intravenously injected in the tail vein with 20μg cGAMP (in PBS). Tumor burden was monitored by IVIS or mice sacrificed on day twenty-six and primary tumors weighed.

### Human CRC survival curve stratified by STING1

Human patients with any stage of CRC from the Human Protein Atlas were stratified based on high or low expression of stimulator of interferon genes (STING1) and survival was plotted. Survival plot terminated at 6 years.

### Statistical analysis

Statistical analysis performed in GraphPad Prism 8 Software. BLI growth curves plotted as the geometric mean with standard deviation (SD) and survival determined by the Mantel-Cox test (p < 0.05). All other data presented as mean +/− SD. Significance for single comparisons determined by unpaired nonparametric Mann-Whitney T test and multiple group comparisons assessed by ordinary one-way Analysis of Variance (ANOVA) with multiple comparison post hoc tests.

## Results

### Radiotherapy elicits a responder/nonresponder phenotype.

RC patients treated with preoperative RT demonstrate a heterogeneous response; whereas a subset of patients’ tumors initially respond to RT (20%), most patients are nonresponsive (10). To study this divide we utilized our established orthotopic model of RC and clinically relevant, targeted SCRT (8). Mice were injected with luciferase-expressing MC38 tumor cells intrarectally, titanium fiducial clips were surgically inserted on opposing sides of the tumor on day eight, and tumors were targeted with SCRT from days nine through thirteen (five Gy per dose in five consecutive fractions) (Fig. 1a). Mice were randomly grouped such that each group had tumors with equal geometric means (Fig. 1b). The responder/nonresponder designation was determined by percent difference in tumor burden (BLI) as measured from the start of SCRT (day nine) to the end (day thirteen). Responders had a stable or negative percent change as opposed to nonresponders who demonstrated increased tumor burden (Fig. 1c) despite all animals having equal tumor growth prior to SCRT (Fig. 1d). A fraction of mice treated with SCRT (37%) respond to therapy and have reduced tumor burden, whereas the majority of mice, although treated with an identical dose of SCRT, demonstrate no reduction in tumor growth (Fig. 1e). Additionally, mice with radioresponsive tumors exhibited significantly enhanced overall survival compared to non-radioresponsive tumors (Fig. 1f).

Mice were retrospectively grouped as responders or nonresponders, and tumor sizes at individual timepoints during SCRT were analyzed to pinpoint when the difference in tumor burden emerged (Fig. 1g). Tumor burden was equal across all groups prior to the start of treatment on day six and remained consistent after the first fraction of RT (day nine). However, by the third day of RT (day eleven), differences emerged, although it was not until the final dose of SCRT (day thirteen) that the responding tumors were significantly smaller than the nonresponding. This demonstrated that the divide in response is not predetermined, but develops during the course of SCRT.

We demonstrated tissue targeting is precise in all animals and is likely not the cause of the varied response. γH2A.x is rapidly and transiently phosphorylated in response to double stranded DNA breaks (DSB). Phosphorylated (p)- H2A.x was significantly upregulated in all tumor tissue harvested three hours following a single dose of targeted SCRT compared to unirradiated controls and compared to adjacent tissue in irradiated individuals (**Supplemental Fig. 1a-d**). To further rule out that the magnitude of response is not dictated by RT targeting, MC38-luc cells were injected i.m. into the ank and the entire leg was irradiated with an identical 5 Gy by five fractions SCRT schedule (**Supplemental Fig. 2a**). Although less clinically relevant, the advantage of this model is that the entire leg muscle was irradiated, making it unlikely the tumor would be outside the field of treatment. In this scenario, the leg tumors also demonstrated a responder/nonresponder curve following SCRT (**Supplemental Fig. 2b**).

Intratumor hypoxia may alter effectiveness of RT as oxygen is essential for the generation of reactive oxygen species (ROS) that promote DSB (11). Although SCRT decreased the percentage of EF5^+^ (hypoxic) immune (CD45^+^) and nonimmune (CD45^−^) populations, there were no significant differences when stratified based on responders/nonresponders (**Supplemental Fig. 3**). These data suggest that SCRT can reduce intratumoral hypoxia, but it is not preferentially reduced in responding tumors.

To investigate whether tumor cell clonality of the heterogenous MC38-luc cell line was contributing to the divided SCRT response, we generated three MC38-luc clones that were characterized *in vitro* (**Supplemental Fig. 4**) and subsequently implanted orthotopically where each clone also exhibited both responders and nonresponders to SCRT (**Supplemental Fig. 5**). To further generalize beyond MC38, we characterized clones of CT26-luc *in vitro* (**Supplemental Fig. 6a-c**) and selected one clone to test orthotopically in BALB/c mice. SCRT treated CT26-luc tumor-bearing mice similarly exhibited a responder/nonresponder divide (**Supplemental Fig. 6d-f**).

Collectively, our orthotopic responder/nonresponder model recapitulates the divide seen in patients following treatment. We next assessed what factors dictate this clinically-relevant response.

Although the quantity of immune infiltration does not differ, the phenotype of TAMs from responding tumors exhibit distinct polarization.

The efficacy of RT is largely mediated by the immune system (12). We hypothesized that the magnitude of response to SCRT is driven by either the quantity or quality of immune in filtrate. We focused on day fourteen as this was the earliest timepoint after SCRT where differences in tumor weight were identified (**Supplemental Fig. 7a**). There were no differences in the ratio of immune to nonimmune cells, nor in the number of specific immune subtypes aside from monocytes (**Supplemental Fig. 7b, c**). Therefore, we performed a more in-depth analysis of the phenotype of in filtrating immune cells by bulk RNA sequencing of sorted immune populations. TAMs from the tumor homogenate of untreated, responding, and nonresponding tumors were selected and sequenced (**Supplemental Fig. 8a**) as they were the most abundant myeloid population in the TME (**Supplemental Fig. 7c**).

RNA sequencing results for the TAMs were plotted on a PCA plot. Untreated samples formed a tight cluster; however, the irradiated samples were dispersed throughout the plot (Fig. 2a). The Euclidian distance between each individual irradiated sample and the center of the untreated cluster were calculated. Values were correlated to tumor size resulting in a significant negative correlation (Fig. 2b, refer to Experimental Methods and Materials). The four irradiated TAM samples that were farthest away from the untreated average (and most genetically distinct) were also the four smallest tumors (*e.g*., responders) (Fig. 2c). In contrast, the samples that were most similar to the untreated in terms of genetic profile were the largest tumors (*e.g*., nonresponders). This served as independent validation of our responder/nonresponder classification system. These results suggest that TAMs from nonresponding samples are genetically similar to untreated while TAMs from responding samples have a more distinct genetic profile.

We performed pathway analysis on differentially expressed genes (DEGs) between responding and nonresponding TAMS and determined that responding TAMs were enriched for DAMP (HMGB1) and toll like receptor (TLR) signaling (Fig. 2d). Furthermore, we determined by gene set enrichment analyses (GSEA) that TAMs from responding tumors were enriched in ROS production (Fig. 2e). These data suggest TAMs from responding tumors exhibit a heightened response to damage.

### Heightened levels of inflammation in TME of responding tumors influences CAFs.

In addition to immune infiltration, the TME consists of other stromal cells. 

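Mice with orthotopic rectal tumors of MC38, a mouse colon carcinoma line, were left untreated or received SCRT in 5 fractions of 5 Gy, and tumors were harvested on day 14. Bulk RNA-seq libraries of CAFs (cancer-associated fibroblasts) were made from 5 untreated, 4 responding and 6 nonresponding tumors. Each library started from 1 ng of preamplified total RNA, and the sample records give about 25 M single-end reads of 100 nt for each. The authors deposited DESeq2 comparisons between pairs of groups. For each gene, listed by its symbol, these tables give the mean normalized count over all libraries of the fit, a log2 fold change, a Wald statistic, a p-value and an adjusted p-value. They hold no value per sample, so the depth of each library and the spread between replicates are unknown, and no sample could be left out. The CAF and tumor cell tables came from a joint fit, since 0 genes differed in their mean between them. Of 53819 genes listed, 31966 had a p-value, and 43.4% of these had a mean of at least 10, the minimum used for tests across genes. The log2 fold changes are moderated and the Wald statistics are not, so no standard error could be derived from them. The median log2 fold change of those genes in the authors' deposited tables fell by 0.19 on the log2 scale in CAFs from responding tumors, both against untreated and against nonresponding tumors. Gene lists were therefore compared with the other genes of the same table, by limma's competitive camera test on the Wald statistics with a preset inter-gene correlation of 0.01. Their 2-sided p-values were adjusted by the Benjamini-Hochberg method, over 42 tests for the lists set for these claims and over 181 tests for the other lists. Neither fry nor an estimated correlation can be run without values per sample. A preset correlation of 0.05 was the stand-in.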

We sorted and sequenced CAFs from tumors *ex vivo* to determine whether the transcriptome of CAFs differed between responding or nonresponding tumors. Activated CAFs were classified as CD45^−^ CD31^−^ GFP^−^ PDGFR ^+^ Podoplanin^+^ Ly6C^+^ (**Supplemental Fig. 9a**). Distinct genetic signatures were observed when DEGs between responding and nonresponding CAFs were assessed by hierarchical clustering (Fig. 2f). 

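In the authors' deposited table of CAFs from responding against nonresponding tumors, 346 genes had an adjusted p-value under 0.05, 58 higher and 288 lower in responding tumors. Of these, 98 had a mean normalized count under 10. Among called genes with a mean of at least 50, the authors' deposited table gives the largest Wald statistic to Gm20163 (log2 fold change 3.01, adjusted p = 2.61e-04 from DESeq2). Kifc2 was among the lowest, with a log2 fold change of -4.27 in the authors' deposited table (adjusted p = 2.08e-08 from DESeq2). The overlap with the comparisons against untreated tumors was then counted. Of the 346 genes, 317 (91.6%) were also called between responding and untreated tumors, where unchanged groups that share the responding tumors gave 54.5% for lists of the same lengths. The authors' deposited tables hold 2269 called genes for responding against untreated tumors and 538 for nonresponding against untreated tumors. Of the 538 genes, 444 (82.5%) were shared with the responding tumors, all 444 in the same direction, where unchanged groups set against shared controls gave 40.9% for lists of the same lengths. With an absolute log2 fold change of at least 1 also required, the count for nonresponding tumors moved most, to 239 genes. Across these genes, which are not independent replicates, the Wald statistics of responding and nonresponding tumors against the shared untreated tumors correlated with r = 0.773. In 100 simulations of unchanged groups of these sizes, r averaged 0.492 and reached at most 0.506. The simulated genes were independent. Genes that vary together could put r and the shared percentages of unchanged groups farther from these values, so the maximum is no bound. Of the alternatives, the correlation of log2 fold changes moved the r of 0.773 most, to 0.728. The size of the change against untreated tumors, corrected for noise and in units of the SD of a library, was 1.02 in responding and 0.520 in nonresponding tumors. Their ratio was 1.95, with a 95% bootstrap interval over genes of 1.88 to 2.03. It was 7.01 when all genes with a p-value were used and 1.69 on the log2 fold changes, the latter a setting chosen after the values were seen.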

Our CAF dataset was compared to the 10,538 gene sets compiled by the BROAD Institute and analyzed by GSEA (Fig. 2g). 

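The collection of gene sets used by the paper was not used here. The Wald statistics of responding against nonresponding CAFs were instead tested on Reactome pathways, from a collection of 1457 sets in which names and genes recur. Of the mouse Entrez IDs in these sets, 97.7% were paired with a symbol in the authors' tables. Sets of 15 to 500 genes were kept, which left 663. A set counted as immune when at least 80% of its genes belonged to the sets named Immune System, and 169 of the 663 (25.5%) did. Toward nonresponding tumors, 0 sets passed an adjusted p-value of 0.05, and 2 sets, 0 of them immune, had an unadjusted p-value under 0.05. G alpha s signalling events lay farthest toward nonresponding tumors, with a mean Wald statistic that differed from that of the other genes by -0.723 over 25 genes (adjusted p = 0.0554, limma).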

Of the fifty-eight significantly enriched pathways for the nonresponders, only nine of those pathways were related to immune regulation and function (16%) (Fig. 2g). However, of the thirty-seven significantly enriched pathways for the responders, twenty-eight were related to the immune system (76%), including the response to both Type I and Type II IFNs. These data demonstrate that, similar to TAMs, intratumoral CAFs from responding tumors exhibit a unique inflammatory signature.

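Toward responding tumors, 83 of the 663 Reactome sets passed an adjusted p-value of 0.05 in CAFs, and 52 of the 83 (62.7%) were immune. The rule on shared genes also counted sets not named for immunity, such as Regulation of Apoptosis, over 49 genes. Since genes recur among the sets, this share is not one of separate immune pathways. Antigen processing-Cross presentation came first, with a mean Wald statistic 0.952 above that of the other genes over 75 genes (adjusted p = 1.60e-04, limma). Interferon Signaling, over 96 genes, lay 0.793 above (adjusted p = 7.80e-04, limma) and Interferon gamma signaling, over 67 genes, lay 0.798 above (adjusted p = 0.00121, limma). With the inter-gene correlation set to 0.05, 0 sets passed. A list of 60 type I IFN response genes and a list of 36 IFN gamma response genes, which share 5 genes, were tested in the same way. In responding against nonresponding CAFs, the 59 type I IFN response genes with a mean of at least 10 had a mean Wald statistic 1.30 above that of the other genes (adjusted p = 1.70e-10, limma), and 45 of the 59 were above 0. The 36 IFN gamma response genes lay 1.39 above (adjusted p = 8.73e-09, limma), with 32 above 0. Both lists also passed at a correlation of 0.05. At the level of single genes, 1 type I IFN response gene passed when adjusted over the list alone and 1 when adjusted over all genes tested, as did 2 and 0 IFN gamma response genes. The type I IFN response gene called in the authors' deposited table was Slfn5, with a log2 fold change of 2.91 (adjusted p = 0.0134, DESeq2).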

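Against untreated tumors, the type I IFN response list was higher in CAFs from both kinds of irradiated tumors. Its mean Wald statistic lay 5.36 above that of the other genes in responding tumors (adjusted p = 2.67e-75, limma), with 55 of 59 genes above 0, and 4.56 above in nonresponding tumors (adjusted p = 1.43e-101, limma), with 57 of 59 above 0. Single genes passed in 49 cases for responding tumors and 48 for nonresponding tumors when adjusted over the list alone, and in 43 and 39 cases when adjusted over all genes tested. Irf7 rose by a log2 fold change of 3.88 in responding and 3.14 in nonresponding tumors in the authors' deposited tables (adjusted p = 2.14e-33 and 2.34e-26, DESeq2). Ifit3 rose by 3.88 and 3.55 in the authors' deposited tables, and reads of the Ifit genes could be shared between close paralogs. The IFN gamma response list lay 2.87 above the other genes in responding tumors (adjusted p = 6.81e-15, limma) and 1.70 above in nonresponding tumors (adjusted p = 4.26e-10, limma). Macrophage marker genes were also higher in these sorted CAFs, by 4.01 in responding tumors (adjusted p = 2.53e-18, limma), and these tables do not show whether the transcripts came from CAFs or from other cells. From the share of immune pathways in responding tumors, the paper concludes that CAFs from responding tumors carry an inflammatory signature of their own, as TAMs do.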

### MC38-luc cells purified from responding tumors display distinct phenotypes associated with damage and cell death.

We next investigated whether the transcriptome of RT responsive or nonresponsive tumor cells differed. MC38-GFP tumor cells were flow sorted from tumors *ex vivo* on day fourteen and RNA sequencing was performed (**Supplemental Fig. 10a**). 

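Sorted tumor cells (CD45- GFP+) came from 5 untreated, 4 responding and 6 nonresponding tumors, with the same SCRT and day of harvest as for CAFs. Tumor numbers and response status match those of the CAF samples. Both cell types thus appear to come from the same tumors, and their results are not independent. Library preparation, read depth and the kind of table deposited were those described for CAFs, and the tumor cell comparisons came from the same joint fit. The tables hold no value per sample, so each value below is a difference between groups. In the authors' deposited tables, the median log2 fold change of genes with a mean normalized count of at least 10 was -0.24 for responding against untreated tumors, -0.22 for responding against nonresponding tumors and -0.02 for nonresponding against untreated tumors. The cause of this shift was not tested here, and gene lists were read relative to it. GFP is absent from the gene names, so the purity of the sort could not be checked on it. Cd8b1, a marker of the CD8+ T cell sort, had a mean of 1.06 in the authors' deposited tables of this fit.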

Nonresponding tumor cells were similar to untreated tumor cells in terms of DEGs whereas the responding samples had a distinct genetic profile (Fig. 3a). Furthermore, the magnitude of response was heightened in responding tumors, which exhibited almost 10-times more DEGs when compared to nonresponding tumors (1128 vs 131 DEGS when compared to untreated tumors, respectively: Fig. 3b).

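In tumor cells, the Wald statistics of responding and nonresponding tumors against untreated tumors correlated with r = 0.696 across genes with a mean of at least 10, which are not independent replicates. The shared untreated tumors alone gave a mean r of 0.492 in 100 simulations of unchanged groups, with a maximum of 0.506. As for CAFs, the simulated genes were independent, so this maximum is no bound for genes that vary together. The sign was the same for 67.8% of genes, against 66.4% in the simulations, and for 66.2% of genes with a mean of at least 50, which is no more than in the simulations. Of the 154 genes called for nonresponding against untreated tumors, 133 (86.4%) were also called for responding against untreated tumors, all 133 in the same direction. In the simulations, lists of the same lengths shared 34.8%. Of the 1153 genes called in responding tumors, 94.2% had the same sign in nonresponding tumors, against 88.3% for the most extreme genes of the simulations. Without the type I IFN response list, a setting chosen after the values were seen, r was 0.670. Directly between responding and nonresponding tumors, the authors' deposited table holds 133 genes with an adjusted p-value under 0.05, 64 higher and 69 lower. Of these 133 genes, 112 (84.2%) were also among those called for responding against untreated tumors, where unchanged groups that share the responding tumors gave 47.3%. Sema4a was the highest of them with a mean of at least 50 (log2 fold change 3.33 in the authors' deposited table, adjusted p = 0.00127, DESeq2).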

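The authors' deposited table of responding against untreated tumors holds 1153 genes with an adjusted p-value under 0.05, of which 506 were higher and 647 lower, and 263 had a mean normalized count under 10. For nonresponding against untreated tumors, the authors' deposited table holds 154 such genes, 113 higher and 41 lower. The count for responding tumors was 7.49 times that for nonresponding tumors. Readjusting the p-values over every gene with a p-value gave 826 and 126 genes. The threshold on the adjusted p-value moved the count for responding tumors most, to 486 genes at 0.01 and 1768 genes at 0.1. Independently of any threshold, the noise-corrected size of the change was 0.835 library SD in responding and 0.275 in nonresponding tumors. Their ratio was 3.04, with a 95% bootstrap interval over genes of 2.62 to 3.79. For genes with a mean of at least 50, an alternative set beforehand, the ratio was higher, at 4.76. It had no value over all genes with a p-value, where the size in nonresponding tumors was 0. With 2 settings chosen after the values were seen, the ratio was lower. It was 1.88 (interval 1.81 to 1.96) with the noise variance taken from the middle of the statistics and 1.64 (interval 1.61 to 1.68) on the log2 fold changes. Genes were drawn as if independent, so these intervals are too narrow. The largest Wald statistics against untreated tumors, of called genes with a mean of at least 50, belonged to Ifit3 and Irf7 in both groups. Ifit3 rose by a log2 fold change of 4.01 in responding and 3.51 in nonresponding tumors in the authors' deposited tables. Among called genes with a mean of at least 50, Cxcl1 had the lowest Wald statistic in responding tumors, with a log2 fold change of -2.80 in the authors' deposited table (adjusted p = 5.50e-10, DESeq2).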

We compared MC38-GFP sequencing results to a publicly available gene list for apoptosis and determined that cell death-associated genes were upregulated in responding tumor cells, but not in nonresponding tumor cells (Fig. 3c). Additionally, genes involved in DNA repair were specifically enhanced in responding samples (Fig. 3c). 

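Of the 17 genes shown under apoptosis in Fig. 3C, all 17 had an adjusted p-value under 0.05 for responding against untreated tumors and 4 for nonresponding against untreated tumors in the authors' deposited tables. The direction matched the figure for all 16 genes it colors for responding tumors and all 4 it colors for nonresponding tumors. All 17 had the same sign in nonresponding as in responding tumors, where the shared untreated tumors alone gave 88.3% for the most extreme genes of unchanged groups, and 0 of the 17 were called directly between responding and nonresponding tumors. Of these, 9 passed in that comparison when adjusted over the list alone, but the list was chosen on these samples, so that count is not independent evidence. Fas rose by a log2 fold change of 1.47 in responding (adjusted p = 0.00444, DESeq2) and by 0.22 in nonresponding tumors (adjusted p = 1, DESeq2) in the authors' deposited tables, and by 1.25 between the groups (adjusted p = 0.0614, DESeq2). Cd38 rose by 2.90 and 2.84 against untreated tumors in the authors' deposited tables. As a set, the Fig. 3C genes lay 1.62 above the other genes between responding and nonresponding tumors (adjusted p = 1.68e-06, limma). A separate list of 40 core apoptosis genes, set before the data were examined, shares 2 genes with it. Its 36 genes with a mean of at least 10 lay 0.314 above the other genes in responding against untreated tumors (adjusted p = 0.439, limma), with 16 of 36 above 0. The values were 0.171 in nonresponding against untreated tumors (adjusted p = 0.506, limma) and 0.169 between responding and nonresponding tumors (adjusted p = 0.524, limma). In responding against untreated tumors, 5 of its genes passed when adjusted over the list alone and 4 when adjusted over all genes tested, and the counts were 0 and 0 in nonresponding tumors and 1 and 0 between the groups. A list of 40 p53 targets lay 0.441 above the other genes in responding against untreated tumors (adjusted p = 0.249, limma), with 2 genes passing either way. The Reactome set Apoptosis, over 128 genes, lay 0.417 above the other genes between responding and nonresponding tumors (adjusted p = 0.0458, limma), and it was not among the sets that passed at an inter-gene correlation of 0.05.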

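Of the 11 genes shown under DNA repair in Fig. 3C, 10 were called for responding against untreated tumors and 2 for nonresponding against untreated tumors in the authors' deposited tables. The sign was the same in both groups for 10 of the 11, where the shared untreated tumors alone gave 88.3% for the most extreme genes of unchanged groups, and 0 were called between responding and nonresponding tumors. Poll, a DNA polymerase gene, rose by a log2 fold change of 1.78 in responding (adjusted p = 0.00659, DESeq2) and 0.31 in nonresponding tumors (adjusted p = 1, DESeq2) in the authors' deposited tables. Cmpk2, which also belongs to the type I IFN response list, rose by 2.59 and 1.87 in the authors' deposited tables. The 11 genes lay 2.01 above the other genes between responding and nonresponding tumors (adjusted p = 8.46e-07, limma), and 9 passed when adjusted over the list alone, again for a list chosen on these samples. A separate list of 58 DNA repair genes shares 1 gene with it. In responding against untreated tumors its mean Wald statistic differed from that of the other genes by 0.00530 (adjusted p = 0.984, limma), with 17 of 58 genes above 0. In nonresponding against untreated tumors the difference was -0.171 (adjusted p = 0.482, limma), and between responding and nonresponding tumors it was 0.169 (adjusted p = 0.484, limma), with 18 of 58 above 0. Adjusted over the list alone, 1, 0 and 0 genes passed in these comparisons, and adjusted over all genes tested the counts were the same. Among genes with a mean of at least 50, the difference in responding against untreated tumors changed sign and stayed far from the threshold (adjusted p = 0.725, limma). Cell cycle genes, which overlap the DNA repair list by 1 gene, differed by -0.575 in nonresponding (adjusted p = 0.00484, limma) and by -0.383 in responding tumors (adjusted p = 0.249, limma).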

We validated our RNA-sequencing results by performing IHC on day fourteen tumor sections for markers of cell death (cleaved caspase-3) and DAMP release (HMGB1 or calreticulin). Image analysis indicated that responding samples had significantly increased levels of cleaved caspase-3 and HMGB1, and a trending increase in calreticulin (Fig. 3d –f). Furthermore, increasing the amount of cell death by elevating RT doses (*e.g*., 8 Gy/fraction & 12 Gy/fraction) resulted in more responders (*e.g*., 60% & 80% respectively). (**Supplemental Fig. 11**).

Lastly, GSEA Pathway Analysis directly comparing responding tumor cells against nonresponding resulted in IFN response as the only significantly enriched hit (Fig. 3g). 

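Between responding and nonresponding tumor cells, the 59 type I IFN response genes with a mean of at least 10 had a mean Wald statistic 1.38 above that of the other genes (adjusted p = 3.91e-12, limma). Of these, 48 were above 0, and 0 of 10000 random lists matched on mean expression had a median as high. The IFN gamma response list lay 1.49 above (adjusted p = 2.33e-10, limma), with 33 of 36 genes above 0. Both lists also passed with the inter-gene correlation set to 0.05. At the level of single genes, 1 gene of each list passed when adjusted over the list alone and 0 when adjusted over all genes tested. Ifi35 had the largest Wald statistic of the type I list, with a log2 fold change of 0.85 in the authors' deposited table (adjusted p = 0.0592, DESeq2). Of the 663 Reactome sets, 123 passed an adjusted p-value of 0.05 toward responding tumors, 48 of them immune, and 0 toward nonresponding tumors, where 1 set had an unadjusted p-value under 0.05. Interferon gamma signaling lay 0.80 above the other genes (adjusted p = 0.00122, limma), and Interferon Signaling 0.656 above (adjusted p = 0.00421, limma). Sets outside the IFN response were also among the 123, such as Respiratory electron transport, 0.973 above over 64 genes (adjusted p = 3.64e-05, limma). With the inter-gene correlation set to 0.05, 5 sets passed. They were 4 sets of 29 genes with the same value (1.28 above the other genes, adjusted p = 0.0284, limma), among them Antigen processing-Cross presentation, and the ER-Phagosome pathway, and no set named for interferon was among them.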

Type I IFNs are made in response to viral infection, or, more relevant in our model, in response to cell death and damage. Therefore, combined with the increases in cleaved caspase 3, HMGB1, and calreticulin determined by IHC, enrichment in Type I IFNs in the responding samples indicated elevated levels of damage and immunogenic cell death (ICD) compared to the nonresponding tumors.

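Against untreated tumors, the type I IFN response list lay 5.58 above the other genes in responding tumor cells (adjusted p = 3.50e-106, limma) and 4.71 above in nonresponding tumor cells (adjusted p = 2.76e-158, limma). In each group 57 of 59 genes were above 0. Adjusted over the list alone, 50 genes passed in responding and 48 in nonresponding tumors, and adjusted over all genes tested 45 and 34 passed. Irf7 rose by a log2 fold change of 3.62 in responding and 3.26 in nonresponding tumors in the authors' deposited tables (adjusted p = 2.74e-29 and 9.42e-29, DESeq2). Ifit1, whose reads could be shared with close paralogs, rose by 3.88 and 3.04 in the authors' deposited tables. Ifnb1 itself had a mean normalized count of 38.2 in the authors' deposited tables, with a log2 fold change of 0.84 in responding (adjusted p = 0.593, DESeq2) and 0.73 in nonresponding tumors (adjusted p = 1, DESeq2). Its change was thus not past the threshold in either group. From the enrichment of type I IFNs in responding tumors, together with its IHC, which included HMGB1 and calreticulin, the paper concludes that damage and ICD were higher in responding than in nonresponding tumors.

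**Figure D1:**
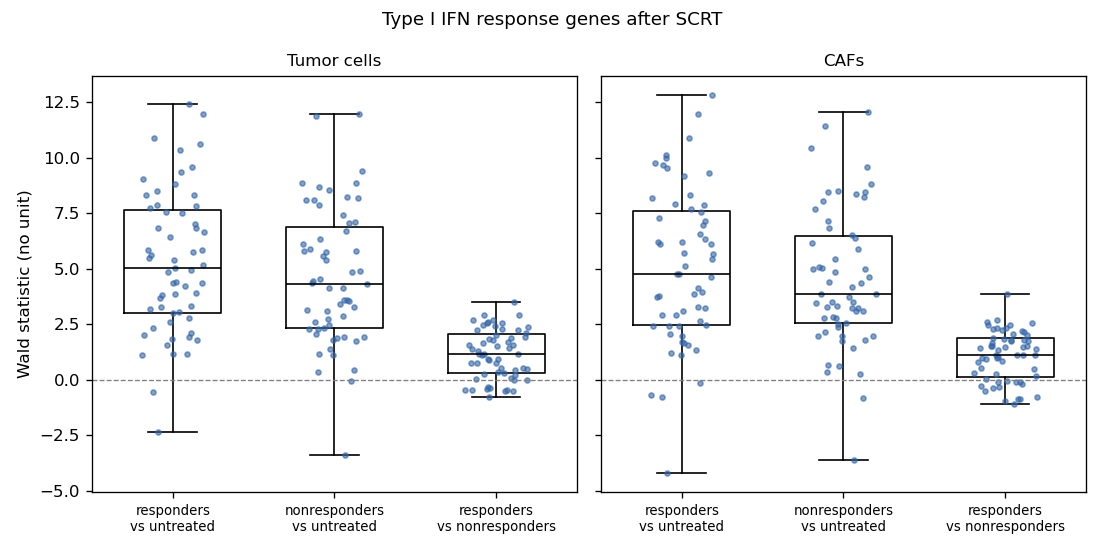
Wald statistics (no unit) of the type I IFN response genes in the authors' deposited tables of tumor cells and CAFs, with each point a gene, boxes at the quartiles, whiskers over the range and a dashed line at 0. Of the 59 genes in tumor cells, 57 lie above 0 in both comparisons against untreated tumors and 48 between responding and nonresponding tumors.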

### Type I IFNs are increased in responding tumor regions compared to nonresponding and untreated tumors.

To confirm that Type I IFNs were elevated primarily in irradiated tumor tissue, and not in adjacent non-malignant regions, we performed spatial transcriptomics on irradiated tumor sections and classified the different tissue regions based on UMAP clustering (Fig. 4a, **Supplemental Fig. 12a,b**). We identified regions of normal tissue (regions 1–4, 7–9) based on epithelial cellular adhesion molecule (*EpCAM*) expression and malignant regions based on histological assessment along with a lack of EpCAM expression and positive cytokeratin (*Cdk6*) staining (region 0; Fig. 4b, **Supplemental Fig. 12b**). Expression of Type I IFN mRNAs were predominantly localized to the tumor region (Fig. 4c). To complement this finding, we assessed various genes associated with responsiveness to Type I IFNs (**Table 1**) and illustrated that the in ammatory response to Type I IFNs were similarly colocalized only within the tumor region (Fig. 4d). We referenced the transcriptomes of the cells in this region and determined that aside from tumor cells, the major immune cells in this section were dendritic cells (DCs; *Itgax/ Cd11c*) (**Supplemental Fig. 12b**) and CD8^+^ T cells (Fig. 4e), both of which are immune populations influenced by Type I IFNs (13).

We quantified the intratumoral concentration of Type I IFN protein in responding and nonresponding tumors by ELISA. Intratumoral IFNβ protein concentrations were significantly increased in responding tumors compared to nonresponding and untreated tumors on day eleven (Fig. 4f). These values decreased by 50% on day fourteen, however, irradiated tumors still demonstrated a significant increase compared to untreated (Fig. 4g). Likewise, intratumoral IFN concentrations in the responders demonstrated significant increases when compared to untreated tumors on day 11 (Fig. 4h) and were still trending higher at day 14 (Fig. 4i). The amount of Type I IFNs negatively correlated with tumor size on days eleven and fourteen, where smaller tumors (*i.e*., responders) had increased IFN /β concentration compared to larger tumors (*i.e*., nonresponders) (Fig. 4j, k). These results confirm the importance of Type I IFNs, especially *early on*, in promoting a response to SCRT.

### CD8 + T cells are essential for driving a response and are heavily influenced by Type I IFNs.

Figure 4 identified abundant CD8^+^ T cells in the tumor region that colocalized with Type I IFNs. Depletion experiments determined that CD8^+^ T cells were essential for generating a response to SCRT (Fig. 5a, b). Based on these data, we hypothesized that responder tumors maintained higher quality CD8^+^ T cells compared to nonresponders. To test this, we sorted CD8^+^ T cells from irradiated or untreated tumors and performed bulk RNA sequencing (**Supplemental Fig. 13**). 

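CD8+ T cells (CD45+ CD8b+) came from 5 untreated, 6 responding and 4 nonresponding tumors on day 14, with libraries and tables of the kind described for CAFs. These comparisons came from a fit of their own, with 55453 genes listed and 30311 with a p-value. Tests across genes used the 50.3% of these with a mean normalized count of at least 10. The gene names differ from those of the CAF and tumor cell tables, with 4761 names found only in the CD8+ T cell tables, so the names were not drawn from the same annotation. The median log2 fold change of these genes in the authors' deposited tables was 0.01 for responding against untreated tumors and -0.01 for nonresponding against untreated tumors. Cd8a had a mean of 46970 normalized counts and Cd8b1 one of 43081 in the authors' deposited tables. Transcripts of macrophages were of similar height, since Apoe had a mean of 56239 and Lyz2 one of 41041 in the authors' deposited tables. Values per sample, the depth of each library and the spread between replicates are again unknown.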

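Across genes with a mean of at least 10, which are not independent replicates, the Wald statistics of CD8+ T cells from responding and from nonresponding tumors, each against untreated tumors, correlated with r = 0.715. Unchanged groups of these sizes against the shared untreated tumors gave a mean r of 0.492 and at most 0.507 in 100 simulations of independent genes. Genes that vary together could exceed this maximum. The sign was the same for 74.4% of genes, against 66.4% in the simulations. The authors' deposited table of nonresponding against untreated tumors holds 225 genes with an adjusted p-value under 0.05, of which 52 were lower. Of the 225 genes, 201 (89.3%) were also called in responding against untreated tumors, all 201 in the same direction, where lists of the same lengths shared 52.6% in the simulations. Oas3 had the largest Wald statistic of called genes with a mean of at least 50 in nonresponding tumors. Its log2 fold change was 2.21 in the authors' deposited table (adjusted p = 1.33e-13, DESeq2). Bbc3, a p53 target, followed with 1.74 in the authors' deposited table (adjusted p = 4.52e-10, DESeq2). With p-values readjusted over every gene with a p-value, 133 genes passed. The clustering itself needs values per sample and could not be repeated.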

Unbiased hierarchical clustering of DEGs grouped CD8^+^ T cells from nonresponding tumors with those in untreated tumors, suggesting these two groups were similar to each other. In contrast, CD8^+^ T cells from responder tumors displayed clear differences in gene expression from both nonresponders and untreated CD8^+^ T cells (Fig. 5c). 

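In CD8+ T cells from responding against untreated tumors, the authors' deposited table holds 2940 genes with an adjusted p-value under 0.05, 1545 higher and 1395 lower. This count was 13.1 times that for nonresponding against untreated tumors. With an absolute log2 fold change of at least 1, 914 genes remained in the count for responding tumors. The noise-corrected size of the change was 1.06 library SD in responding and 0.515 in nonresponding tumors, a ratio of 2.06 with a 95% bootstrap interval over genes of 2.00 to 2.13. With 2 settings chosen after the values were seen, the ratio was 3.16 with the noise variance taken from the middle of the statistics and 1.51 on the log2 fold changes. Directly between responding and nonresponding tumors, the authors' deposited table holds 205 genes, 128 higher and 77 lower, of which 168 (82.0%) were also called in responding against untreated tumors, where unchanged groups that share the responding tumors gave 45.3%. Btg2 and Fosb had the largest Wald statistics of called genes with a mean of at least 50 in this comparison. Their log2 fold changes were 0.93 and 1.23 in the authors' deposited table (adjusted p = 5.00e-07 and 7.63e-07, DESeq2). Dhx9 had the lowest Wald statistic of these genes, with a log2 fold change of -1.01 in the authors' deposited table (adjusted p = 4.22e-07, DESeq2). Of the 2940 genes called in responding tumors, 95.2% had the same sign in nonresponding tumors, against 83.6% for the most extreme genes of the simulations.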

Pathway analysis revealed only minor differences between the nonresponding and untreated CD8^+^ T cells, however striking differences were observed between responder and untreated CD8^+^ T cells (Fig. 5d). These results included pathways related to antigen experience, cytokine and chemokine signaling, response to DAMPs, cell cycle regulation, and fate. Collectively, these results indicated a more activated T cell transcriptome in responding tumors.

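The Wald statistics were tested on 660 Reactome sets, of which 26.2% were immune. For nonresponding against untreated tumors, 127 sets passed an adjusted p-value of 0.05, 39 higher and 88 lower. Of the 39 higher sets 29 were immune, as were 27 of the 88 lower ones. For responding against untreated tumors, 338 sets passed, 105 higher and 233 lower, with 69 and 44 immune. With the inter-gene correlation set to 0.05, the counts were 9 for nonresponding and 210 for responding tumors. In nonresponding tumors, Interferon Signaling lay 0.953 above the other genes (adjusted p = 4.89e-06, limma) and Respiratory electron transport was lower by 1.72 (adjusted p = 3.43e-15, limma). Interferon Signaling lay 1.47 above in responding tumors (adjusted p = 1.25e-06, limma). Interferon gamma signaling lay 1.73 above in responding and 1.005 above in nonresponding tumors (adjusted p = 1.56e-07 and 1.12e-05, limma). In responding tumors, Cytokine Signaling in Immune system lay 1.46 above over 208 genes, and Eukaryotic Translation Elongation was lower by 2.96 over 92 genes (adjusted p = 1.00e-21, limma). Respiratory electron transport was lower in responding tumors too, with a difference of -2.98 (adjusted p = 1.22e-18, limma). Names and genes recur among these sets, so the counts are not counts of independent pathways.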

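For the kinds of pathway named, Reactome sets in responding against untreated tumors gave the following values. TCR signaling lay 1.23 above the other genes over 51 genes (adjusted p = 0.00127, limma), where nonresponding tumors gave 0.390 (adjusted p = 0.189, limma). Chemokine receptors bind chemokines lay 1.51 above over 38 genes (adjusted p = 3.31e-04, limma), against 0.114 in nonresponding tumors (adjusted p = 0.772, limma). Toll-Like Receptors Cascades lay 1.47 above in responding and 0.728 above in nonresponding tumors. The Cell Cycle set differed by -1.50 over 441 genes in responding tumors (adjusted p = 2.51e-10, limma) and by -0.287 in nonresponding tumors (adjusted p = 0.125, limma). A list of 50 cell cycle genes differed by -3.16 in responding (adjusted p = 6.51e-19, limma) and by -0.739 in nonresponding tumors (adjusted p = 0.00145, limma), the latter short of the threshold at a correlation of 0.05 (adjusted p = 0.0539, limma). Between responding and nonresponding tumors it was lower by 2.19 (adjusted p = 4.97e-21, limma), with 0 of 50 genes above 0. In that comparison 20 cell cycle genes passed when adjusted over the list alone and 0 when adjusted over all genes tested, and against untreated tumors 47 and 38 passed in responding tumors and 0 and 0 in nonresponding tumors. The list of 17 DAMPs, genes whose products signal damage, differed by -0.375 in responding against untreated tumors (adjusted p = 0.631, limma).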

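A list of 37 T cell activation and effector genes lay 2.42 above the other genes in responding against untreated tumors (adjusted p = 1.20e-09, limma), with 33 of 37 above 0, and 1.04 above in nonresponding against untreated tumors (adjusted p = 3.98e-05, limma), with 29 of 37 above 0. Directly between responding and nonresponding tumors it lay 1.19 above (adjusted p = 6.60e-06, limma). Adjusted over the list alone, 20, 4 and 8 genes passed in these comparisons, and adjusted over all genes tested 15, 2 and 6. Nr4a1 and Egr1, early response genes, rose by log2 fold changes of 0.83 and 1.17 between responding and nonresponding tumors in the authors' deposited table (adjusted p = 0.00964 and 0.00765, DESeq2). Gzmb differed by -0.12 in the authors' deposited table of the same comparison (adjusted p = 0.904, DESeq2). A list of 17 naive and memory T cell genes was also higher, by 3.52 in responding against untreated tumors (adjusted p = 8.69e-11, limma) and by 2.87 in nonresponding against untreated tumors (adjusted p = 1.10e-17, limma). It differed by 0.320 between responding and nonresponding tumors (adjusted p = 0.483, limma). Of this list, 15, 13 and 1 genes passed when adjusted over the list alone and 14, 6 and 1 when adjusted over all genes tested. A list of 17 exhaustion genes differed by -0.452 in responding against untreated (adjusted p = 0.484, limma), by -0.621 in nonresponding against untreated (adjusted p = 0.104, limma) and by 0.221 between the responding and nonresponding tumors (adjusted p = 0.563, limma), with 2, 1 and 0 genes past the threshold when adjusted over the list alone and 2, 0 and 0 when adjusted over all genes tested. B cell, neutrophil and endothelial marker genes were higher too in responding against untreated tumors, by 2.74, 2.91 and 2.74, and these tables do not show whether the transcripts came from the T cells or from other cells. From these pathways, the paper concludes that the transcriptome of T cells in responding tumors was more activated.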

To explore the impact of Type I IFN signaling on T cell effector status, we treated tumor-bearing mice with an anti-IFNAR neutralizing antibody followed by SCRT and harvested CD8^+^ T cells for bulk RNA sequencing. 

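CD8+ T cells were sorted on day 14 from 11 tumors of mice given SCRT with IgG or an antibody blocking IFNAR, the receptor of type I IFNs. The sample records label 5 of the 11 as IgG and 6 as anti-IFNAR, while Fig. 5 gives 6 IgG and 5 IFNAR-treated. The arm of each sample is therefore not settled, and only the authors' comparison of the arms was used. That comparison came from a fit of its own, with 53819 genes listed, 30048 with a p-value and 45.5% of these with a mean normalized count of at least 10. In the authors' deposited table, the median log2 fold change of those genes was -0.03. The direction of the comparison was read from the name of the table, and the lower type I IFN response with anti-IFNAR bears on it. Ifnar1, the blocked receptor's gene, had a log2 fold change of -0.09 in the authors' deposited table (adjusted p = 0.983, DESeq2). No responding or nonresponding status was used for these tumors. Neither values per sample nor library depths are held.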

The transcriptome of CD8^+^ T cells treated with IgG exhibited significant differences from the T cells harvested from the IFNAR-treated mice (Fig. 5e). 

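The authors' deposited table of anti-IFNAR against IgG holds 147 genes with an adjusted p-value under 0.05, 62 higher and 85 lower with anti-IFNAR. The alternatives gave between 116 and 145 genes. The lowest Wald statistics of called genes with a mean of at least 50 belonged to Ifit3, Ifit1 and Rsad2. Their log2 fold changes were -3.35, -2.99 and -3.26 in the authors' deposited table (adjusted p = 7.92e-25, 1.08e-22 and 4.43e-17, DESeq2). The highest Wald statistics of these genes belonged to Cxcl9 (log2 fold change 1.52 in the authors' deposited table, adjusted p = 2.95e-04, DESeq2), Fcgr4 and H2-DMb1. In the comparison of responding and nonresponding tumors, 25 of the 85 lower genes and 58 of the 62 higher genes were higher in responding tumors. Macrophage markers were higher with anti-IFNAR, by a mean Wald statistic of 2.85 above the other genes (adjusted p = 2.49e-21, limma), and these tables do not show whether the transcripts came from the T cells or from other cells.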

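In CD8+ T cells from mice given anti-IFNAR, the list of 60 type I IFN response genes had a mean Wald statistic that differed by -3.85 from that of the other genes against IgG (adjusted p = 1.06e-92, limma), with 8 of 60 genes above 0. Adjusted over the list alone, 45 of its genes passed, and adjusted over all genes tested, 37. Of 656 Reactome sets, 23 were lower with anti-IFNAR past an adjusted p-value of 0.05, 8 of them immune, and 25 were higher, 0 of them immune. ISG15 antiviral mechanism differed by -1.74 over 25 genes, TRAF6 mediated IRF7 activation by -1.86 over 15 genes and Interferon Signaling by -1.05 over 103 genes (adjusted p = 2.88e-08 for the last, limma). Cytokine Signaling in Immune system was lower by 0.530 over 202 genes. With the inter-gene correlation set to 0.05, 6 sets passed, 4 lower and 2 higher, and all 4 lower sets were immune. The pathways counted in Fig. 5F came from another collection, which was not used here.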

The top 30 pathways that were significantly downregulated when Type I IFN signaling was blocked by the IFNAR antibody are hallmarks of the Type I response, including regulation and signaling of the Type I IFN pathway, viral response genes, and cytokine production (Fig. 5f). Furthermore, CD8^+^ T cells from IFNAR treated mice grouped more closely with nonresponders while responding CD8^+^ T cells formed their own distinct cluster (Fig. 5g). These data suggest that heightened Type I IFN signaling from responding tumors promotes an activated/effector-like T cell phenotype.

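Hierarchical clustering needs values per sample, so the comparisons of groups were set against each other instead. Across the genes with a mean of at least 10 in both fits, which are not independent replicates, the Wald statistics of anti-IFNAR against IgG correlated with those of responding against nonresponding tumors with r = 0.188 (permutation p = 1e-04, the smallest that 10000 shuffles of the genes can give; adjusted p = 1.20e-04 over the 12 correlations). A change from responding toward nonresponding cells would give a negative r. No response status is known here for the IgG tumors. Macrophage markers rose with anti-IFNAR, and no setting left out genes of other cells, so r need not reflect T cells alone. The Spearman correlation was 0.166 and the correlation of log2 fold changes 0.229, which moved r most. Against responding versus untreated tumors, r was 0.121 (permutation p = 1e-04), and against nonresponding versus untreated tumors it was -0.0117 (permutation p = 0.184, adjusted p = 0.184). Without the type I IFN response list the last became 0.0424 (permutation p = 1e-04, adjusted p = 1.20e-04). For the 60 type I IFN response genes alone, r was 0.246 with responding against nonresponding tumors (permutation p = 0.0535, adjusted p = 0.0584). For the same 60 genes it was -0.586 with responding and -0.688 with nonresponding against untreated tumors (permutation p = 1e-04 for each).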

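The type I IFN response list, lower with anti-IFNAR, was higher after SCRT in CD8+ T cells of both groups. It lay 2.90 above the other genes in responding against untreated tumors (adjusted p = 4.43e-18, limma), with 55 of 60 genes above 0, and 3.24 above in nonresponding against untreated tumors (adjusted p = 3.44e-56, limma), with 57 of 60 above 0. Adjusted over the list alone, 44 and 43 genes passed, and adjusted over all genes tested, 35 and 32. Between responding and nonresponding tumors it was lower by 0.644 (adjusted p = 0.00549, limma), with 16 of 60 genes above 0 and 0 genes past the threshold either way. At an inter-gene correlation of 0.05 this difference did not pass (adjusted p = 0.111, limma). The IFN gamma response list lay 0.655 above in that comparison (adjusted p = 0.0213, limma), with 7 genes past the threshold when adjusted over the list alone and 0 when adjusted over all genes tested, and it did not pass on ranks (adjusted p = 0.0874, limma). With anti-IFNAR it rose by 1.15 (adjusted p = 1.33e-06, limma), with 9 and 6 genes past the threshold, while the Reactome set Interferon gamma signaling, over 75 genes, was lower with anti-IFNAR by 0.809 (adjusted p = 5.28e-04, limma). The T cell activation and effector list differed by 0.0545 between anti-IFNAR and IgG (adjusted p = 0.830, limma), with 15 of 36 genes above 0 and 0 genes past the threshold either way. The exhaustion list differed by -0.477 (adjusted p = 0.199, limma), with 1 gene past the threshold when adjusted over the list alone and 0 over all genes tested. The naive and memory list differed by -0.119 (adjusted p = 0.733, limma) and changed sign on ranks, with 1 gene past the threshold either way. Cell cycle genes differed by -0.180 (adjusted p = 0.484, limma), with 0 genes past the threshold either way. From the effect of anti-IFNAR on CD8+ T cells, the paper proposes that heightened type I IFN signaling in responding tumors promotes an activated, effector-like T cell phenotype.

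**Figure D2:**
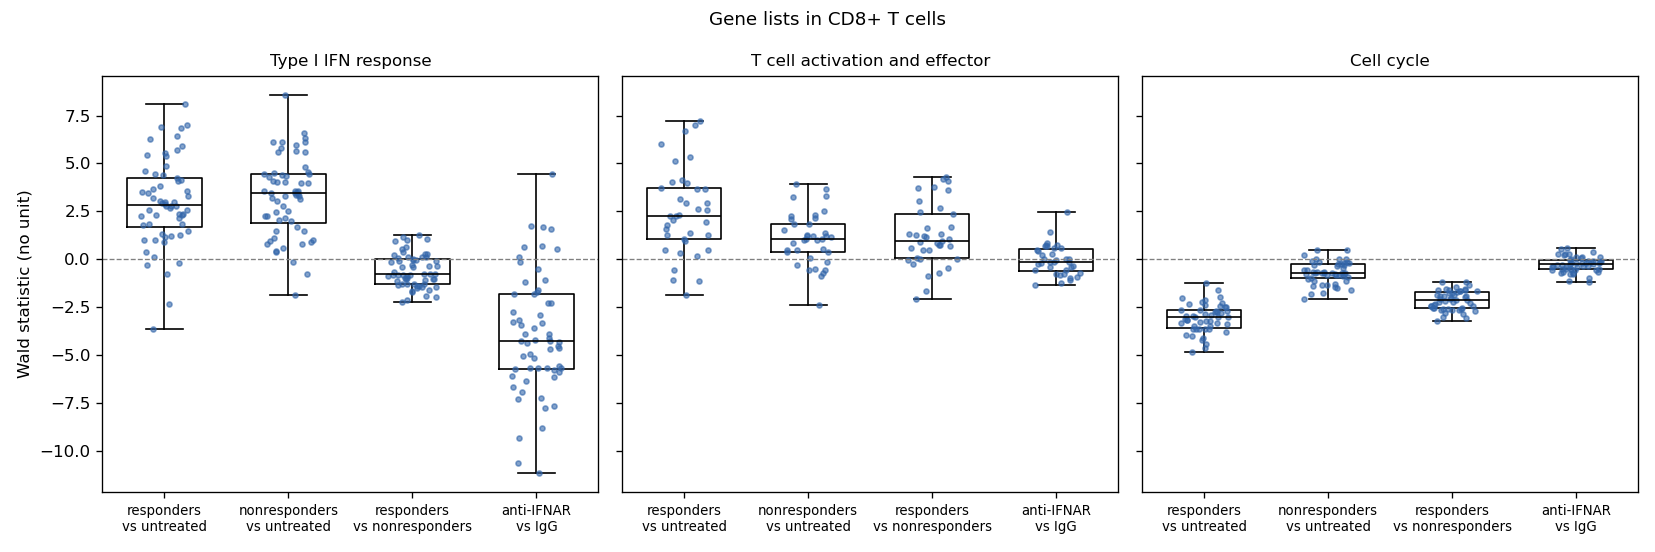
Wald statistics (no unit) of the genes of each list in the authors' deposited tables of CD8+ T cells, with each point a gene, boxes at the quartiles, whiskers over the range and a dashed line at 0. Type I IFN response genes lie above 0 for 57 of 60 genes in nonresponding against untreated tumors and for 8 of 60 with anti-IFNAR, and cell cycle genes for 0 of 50 between responding and nonresponding tumors.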

### Type I IFN drives the responder tumor phenotype following SCRT.

Figure 5 demonstrated that blockade of Type I IFN signaling renders CD8^+^ T cells similar to nonresponders/untreated cells. We postulated this blockade will result in a poor response to SCRT and predominately nonresponder tumors. Neutralization of Type I IFN signaling with an IFNAR blocking antibody (Fig. 6a) resulted in 100% of IFNAR-treated mice being nonresponsive to SCRT (Fig. 6b) with larger tumor burden upon sacrifice on day twenty compared to the IgG-treated controls (Fig. 6c, d). Our results highlight the importance of Type I IFN in dictating SCRT efficacy.

### Activating the cGAS-STING pathway increased the number of responders.

There are various mechanisms by which Type I IFN can be triggered in response to damage. For example, extracellular DNA is recognized by over ten different cytosolic receptors, one of which is cGAS, which upon binding cytoplasmic DNA becomes catalytically active and generates cGAMP. cGAMP binds STING and causes translocation to the golgi resulting in Type I IFN secretion (14). Using a human CRC dataset collated by the Human Protein Atlas we determined that patients with high STING expression had improved overall survival compared to patients with low STING expression (**Supplemental Fig. 14**) justifying a therapeutic intervention to target this pathway.

Tumor-bearing mice were treated with cGAMP intratumorally on day eight followed by intravenous administration daily throughout SCRT (Fig. 7a), and mice sacrificed on day twenty-seven. SCRT-treated tumors demonstrated the typical 30–40% response rate, however mice treated with SCRT in combination with cGAMP demonstrated an 80% response rate where eight of the ten individuals had minor, if any, residual primary tumor (Fig. 7b, c, d). These results demonstrate that cGAMP and SCRT combinatorial therapy significantly improve localized response compared to SCRT alone.

## Discussion

The data presented demonstrate that SCRT induces a responder/nonresponder phenotype in multiple murine models of RC, indicative of the response observed clinically. Our findings suggest that ICD drives acute Type I IFN signaling resulting in a more activated subset of CD8^+^ T cells and TAMs in the responding samples compared to the nonresponding samples. Although not clinically relevant, increasing the dose to 12 Gy/fraction results in an 80% response rate, compared to the 40% response rate when 5 Gy is administered. This experiment informed us that it was possible to adjust the ratio of responders, and that radiation-induced cell death may be a contributing factor. Alternatively, and more clinically relevant, we determined that amplifying the cGAS/STING signaling pathway by therapeutically agonizing cGAS results in an increase in the percentage of responders to SCRT.

We demonstrated that SCRT efficacy was significantly blunted when animals were treated with a blocking antibody against Type I IFN signaling. Type I IFNs encompass a large family of structurally related monomeric pleiotropic cytokines ^18^ where IFN and IFNβ are the most well-characterized (15). In addition to cellular damage (16), viral or bacterial invasion, extracellular self-nucleic acid (tumor-secreted DNA)-induced cGAS / STING signaling, or binding of other non-nucleic acids (DAMPs) via TLRs (14) all drive Type I IFN production. Type I IFNs activate several immune subsets, including T cells, via the IFNAR to stimulate immunity following RT-induced cellular damage. For example, Type I IFNs increase cytotoxicity and cytokine production of CD8^+^ T cells (17) and promote durable T cell memory responses following viral infection (18). These studies extend beyond responses to viruses as Type I IFNs have recently been accredited with priming an immune response against tumor cells, especially in the context of RT (19). Many of these effects are mediated by triggering of cGAMP/STING. This is further emphasized by data demonstrating that heightened STING expression in human CRC correlated with increased overall survival (**Supplemental Fig. 14**).

A key question is why is there increased ICD in a subset of tumors even through all received similar RT doses? We ruled out differences in oxygenation status, and the clonality experiment confirmed that genetic predispositions of individual tumor cells were not a driver of response rate. Further genetic analysis of the tumors by RNA sequencing determined that the MC38 tumor cells harvested *ex vivo* from irradiated tumors are undergoing DNA damage and apoptosis, however this may be a readout of RT efficacy, rather than an indicator of RT-sensitivity. Further experimentation to determine what causes increased tumor cell death in a subset of tumors is needed to entirely elucidate this phenotype, however it is possible that epigenetic differences emerge when tumor cells are implanted and irradiated *in vivo*.

In accordance with the robust literature surrounding Type I IFN signaling, Type I IFNs were approved by the Food and Drug Administration (FDA) for cancer treatment in 1986. However, to our knowledge, no current clinical trials explore the combination of IFN treatment alongside SCRT for RC. Based on the data presented here, we propose that quantification of intratumoral Type I IFN protein concentrations and DAMP secretion of irradiated RC biopsies could serve as a predictive biomarker to determine who is likely to respond preoperatively. Additionally, our data supports a non-randomized Phase II clinical trial for patients with locally advanced, Stage II/III RC. The goal of this trial would be to demonstrate that cGAMP in combination with the standard of care treatment results in decreased tumor size and invasion at the time of resection, or alternatively that combination treatment results in a higher rate of responders who can delay TMES, compared to patients treated with CRT alone.

## Figures and Tables

**Figure 1:**
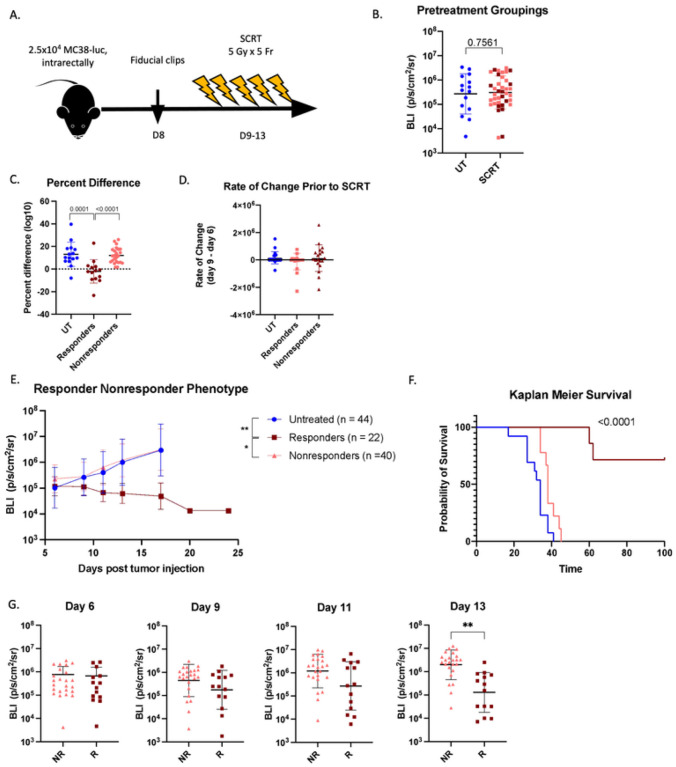
SCRT elicits a responder/ nonresponder phenotype. (A) Mice injected intrarectally with 2.5×10^4^ MC38-luc cells on day 0. Titanium fiducial clips incorporated on either side of the tumor at day 8, and SCRT administered on days 9–13. (B) Mice were prearranged to ensure equivalent geometric means before treatment (maroon=responders, pink=nonresponders, blue=untreated). (C) Fold change in tumor size from days 9–13. (D) Rate of growth from days 6 to 9 (prior to SCRT). (E) Tumor burden determined by IVIS over 24 days; (n) refers to number of animals per group. (F) Overall survival (Kaplan Meier Survival Curve). (G) Tumor BLI retrospectively grouped as responders (R) and nonresponders (NR) at day 6 (before SCRT), day 9 (1 fraction), day 11 (3 fractions), day 13 (final fraction). B, G – Statistical significance by t-test. C, D, E – Statistical significance by ANOVA (E - on d17). F – Statistical significance by log rank Mantel-Cox test.

**Figure 2:**
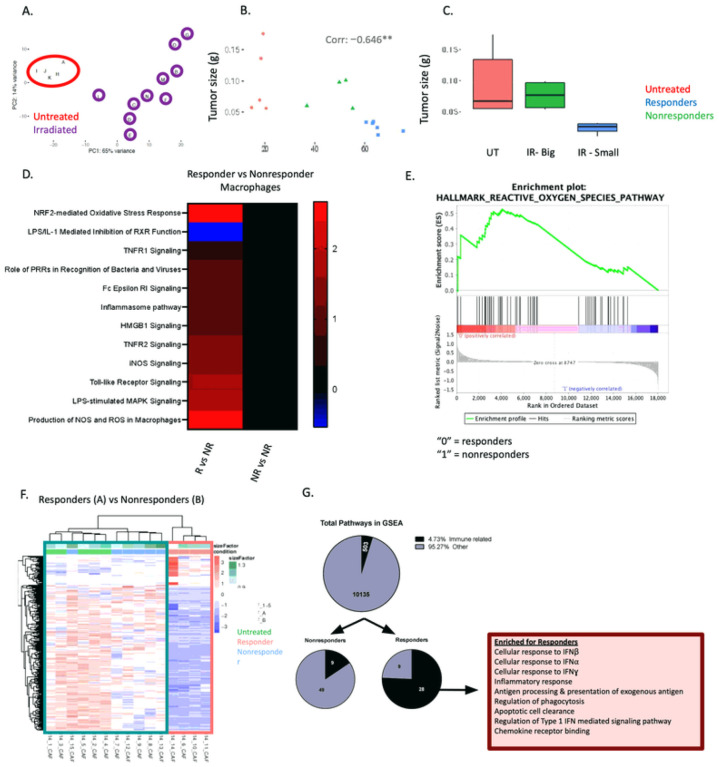
RNA sequencing performed on TAMs and CAFs demonstrate distinct in ammatory phenotypes in responding tumors. (A) PCA plot of bulk RNA sequencing from TAMs isolated from d14 untreated or irradiated (SCRT; d9–13) tumors. Red circle=untreated; UT. Purple circles=irradiated. (B) The Euclidian distance between the untreated average and each irradiated sample plotted against tumor size. Red=untreated, blue=responders, green=nonresponders and quantified in (C). (D) DAMP/PAMP pathway analysis of differentially expressed genes (DEGs) from responder or nonresponder TAMs compared to TAMs from untreated tumors. (E) DEGs from responding sorted TAMs compared to nonresponding TAMs analyzed by gene set enrichment analysis (GSEA). (F) DEGs between responding and nonresponding cancer-associated fibroblasts (CAFs) plotted on a hierarchical clustering heatmap. Teal box=nonresponders and untreated and pink box=responders. (G) GSEA analysis identified differences in predominately immune related signatures in CAFs from responder tumors. N=5 untreated, 10 irradiated (6 responder, 4 nonresponders for TAMs; 4 responders, 6 nonresponders for CAFs)

**Figure 3:**
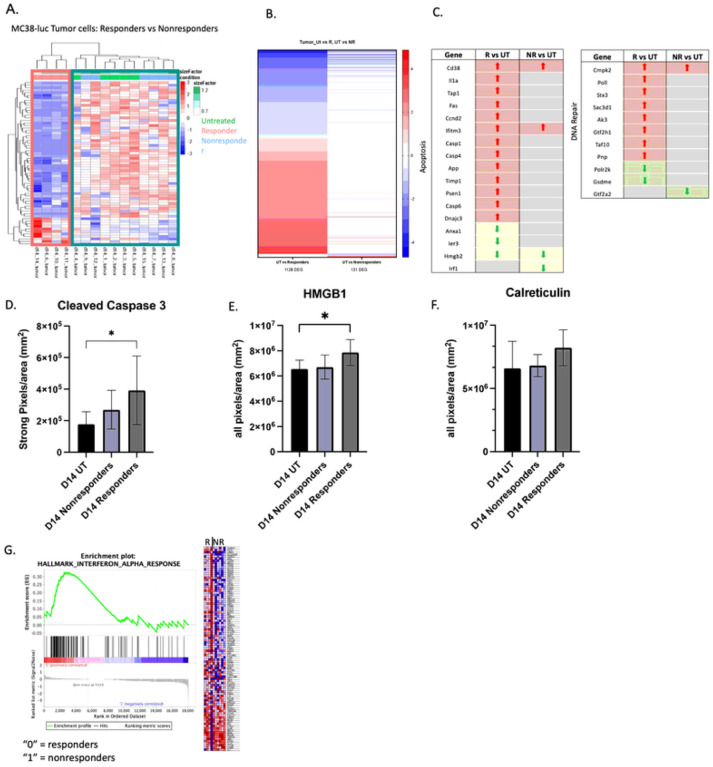
MC38 cells from responding tumors have increased cell death and damage. (A) DEGs between responder and nonresponder tumor cells plotted on a differential clustering heatmap. Teal box=nonresponders and untreated, pink box=responders. (B) Quantification of DEGs comparing untreated vs. responders to untreated vs, nonresponders. (C) DEGs from responding and nonresponding tumors compared to published gene sets for apoptosis/DNA damage. Red=upregulated genes; green=downregulated genes; both are compared to untreated. N=5 untreated, 10 irradiated (4 responders, 6 nonresponders). (D) Immunohistochemistry performed on d14 untreated or irradiated tumors against anti- cleaved caspase 3, HMGB1 (E), calreticulin (F). N=10 untreated, 7 nonresponders, 4 responders. (G) Pathway analysis of DEGs from responding (R) sorted tumor cells compared to nonresponding (NR). D, E, F - Statistical significance by ANOVA.

**Figure 4:**
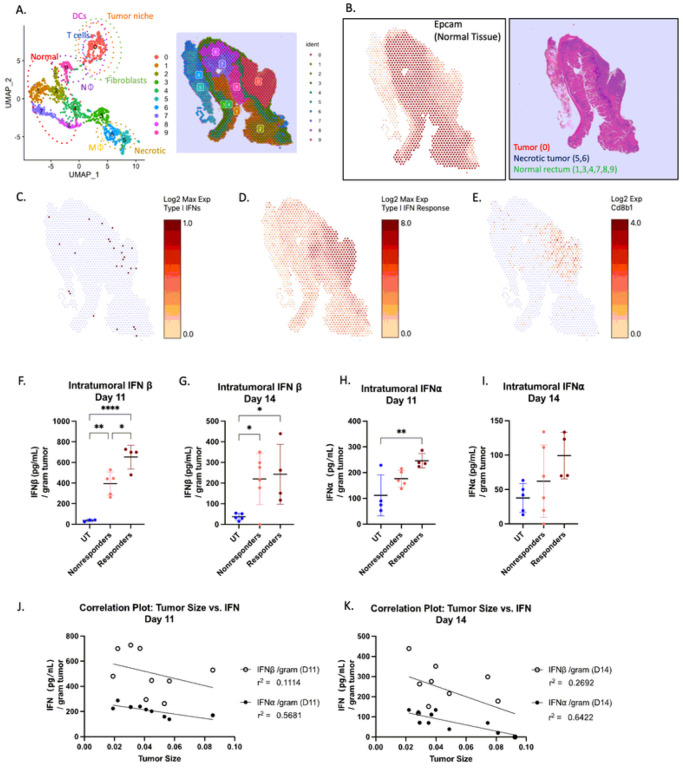
Type I IFNs are increased early in responding tumors compared to nonresponding and untreated tumors. (A) Uniform Manifold Approximation and Projection analysis of irradiated tumor section with clusters based on cell type. Refer to Supplemental Figure 12 for group classification. (B) Tissue section of EpCAM expression and corresponding H&E. (C) Tissue section demonstrating expression of Type I IFN, (D) Type I IFN response genes (refer to Table 1), (E) CD8β1 gene. Intratumoral IFNβ concentration of d11 (F) and d14 (G) or IFNa on d11 (H) of d14 (I) as determined by ELISA. (J) Correlation plots between tumor size and IFN concentration on day 11 or (K) 14. N=4–5 untreated, 5–6 nonresponders, and 4 responders for ELISA. F, G, H, I – Statistical significance by ANOVA

**Figure 5:**
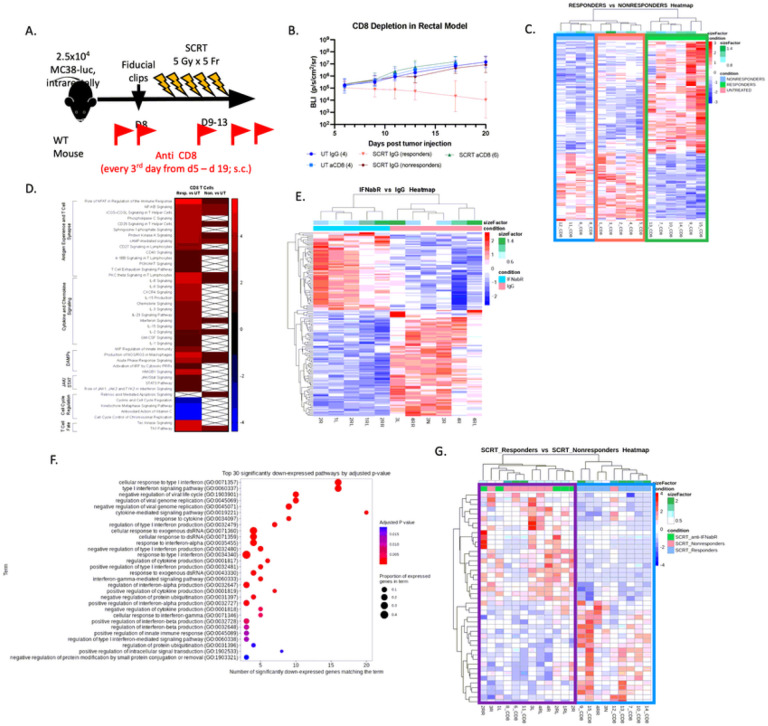
CD8^+^ T cells are essential, phenotypically distinct in responding vs. nonresponding tumors, and require Type I IFN signaling. (A) CD8^+^ T cells were depleted from tumor-bearing mice prior to SCRT treatment. (B) Tumor burden monitored by IVIS for 20 days. (C) DEGs between responding CD8^+^ T cells and nonresponding CD8^+^ T cells plotted on a hierarchical clustering heatmap. Blue box=nonresponders, green=responders, and pink=untreated. (D) Pathway heatmap of DEGs. N=5 untreated and 10 irradiated (4 nonresponders, 6 responders) for sequencing wildtype CD8^+^ T cells. (E) CD8^+^ T cells from d14 irradiated tumors of mice treated with IFNAR blocking antibodies or IgG control. N=6 IgG and 5 IFNAR treated. (F) Top 30 significantly downregulated pathways of CD8^+^ T cell from IFNAR-treated mice compared to IgG-treated mice. (G) Hierarchical clustering heatmap comparing CD8^+^ T cells from SCRT responders (blue box) from WT mice to SCRT nonresponders from WT mice including IFNAR treated CD8^+^ T cells (purple box).

**Figure 6:**
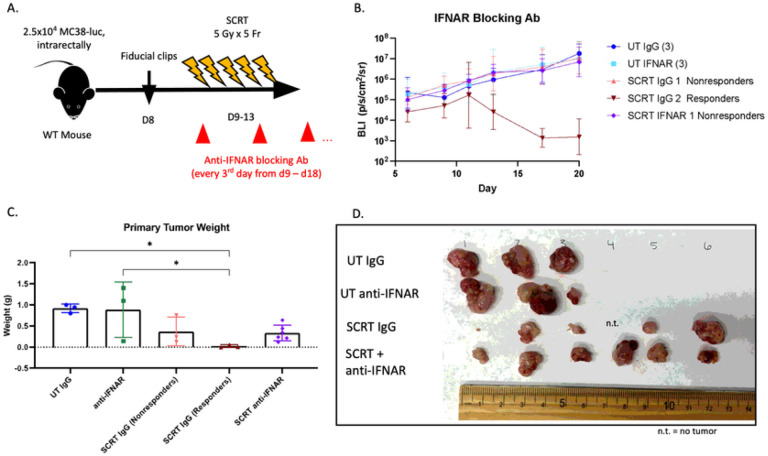
Type I IFN signaling is necessary for the response to SCRT. (A) MC38-luc tumor-bearing mice treated subcutaneously with anti-IFNAR every 3 days from day 9 through 18 +/− SCRT. (B) Tumor burden monitored by IVIS. (C) Mice sacrificed on d20 and tumor burden assessed by weight and (D) gross visualization. n.t.=no tumor. N=3–6. Representative data from two separate experiments. C– Statistical significance by ANOVA

**Figure 7:**
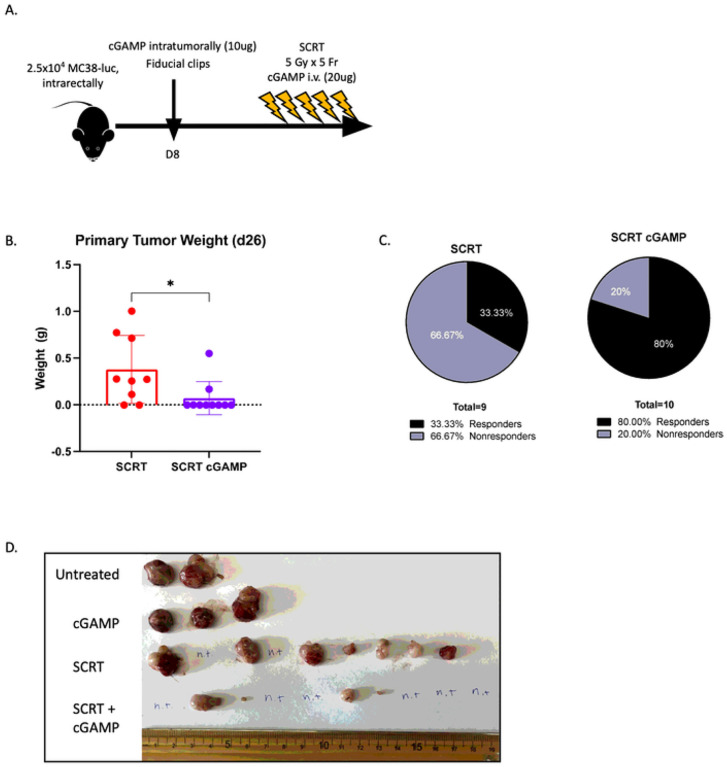
cGAMP therapy improves SCRT efficacy. (A) MC38-luc tumor-bearing mice treated with intratumoral cGAMP on day 8 followed by SCRT and intravenous cGAMP injections from days 9–13. (B) Mice sacrificed on d26 and tumor burden assessed by weight. (C) The percentage of responders vs. nonresponders calculated for SCRT treatment alone and SCRT + cGAMP combination therapy. (D) Primary tumors visualized by gross examination on day 26. n.t.=no tumor N=2–10. Representative data from two separate experiments. B – Statistical significance by t-test.

How the deposited data were processed for this re-analysis (not part of the article)

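The data are bulk RNA-seq of cells sorted on day 14 from orthotopic rectal MC38 tumors of mice. CAFs and tumor cells came from 5 untreated, 4 responding and 6 nonresponding tumors each, and CD8+ T cells from 5 untreated, 6 responding and 4 nonresponding tumors. Tumor numbers and status are the same for CAFs and tumor cells, which thus appear to share tumors. A further 11 CD8+ T cell samples came from mice given SCRT with IgG or anti-IFNAR, and the arm of each is not settled, since the sample labels and the paper give different numbers per arm. SCRT was given in 5 fractions of 5 Gy.

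The authors deposited 10 tables, each a DESeq2 comparison of 2 groups, with no values per sample. The mean normalized count was made by the authors from read counts divided by DESeq2's size factors and averaged over all libraries of a fit. The log2 fold change is, as deposited, the log2 ratio of the first group over the second and was moderated toward 0 by the authors, which shows in 9 tables in genes whose log2 fold change and statistic differ in sign, and in the table of anti-IFNAR, where no sign differs, in small log2 fold changes of genes with few reads. In 4 deposited tables (CAFs and tumor cells against untreated tumors) the untreated group comes first, and the signs of the log2 fold change and the statistic were turned so that a positive value is higher after SCRT. The Wald statistic is a score that the authors computed with DESeq2 and did not moderate. The p-value was computed by the authors from the Wald statistic, and the adjusted p-value, as deposited, is DESeq2's Benjamini-Hochberg value over the genes that its filter on the mean kept. It was checked that each p-value equals the 2-sided normal p of its statistic, within the rounding of the statistic. The aligner, the counting tool, the genome build and the threshold for differential expression are not stated for these cells, and the version of DESeq2 is not stated. The sample records give about 25 M reads for each sample. The depth of each library, and so the precision it gives, is unknown, and a count of 0 called genes sets no limit on the change of a gene.

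Genes called by the authors were counted at an adjusted p-value under 0.05. Tests across genes used genes with a p-value and a mean of at least 10. Gene lists were tested on the Wald statistic with cameraPR of limma 3.58.1 in R 4.3.3, 2-sided, with an inter-gene correlation of 0.01. Their p-values were adjusted by the Benjamini-Hochberg method over 42 tests set for the paper's claims, 181 other tests and 66 tests of differences between cell types. The median of each list was also set against 10000 random lists matched on mean expression in 20 bins. The lists were written by hand: type I IFN response, IFN gamma response, apoptosis and DNA repair as shown in Fig. 3C, p53 targets, DNA repair, apoptosis core, DAMPs, cell cycle, T cell activation and effector, T cell exhaustion, T cell naive and memory, ROS pathway, sort markers, and markers of macrophages, T cells, B and plasma cells, neutrophils, fibroblasts, endothelium, colon epithelium, smooth and skeletal muscle, and erythroid cells. Reactome sets of 15 to 500 genes were tested in the same way, with the adjustment within each comparison. A set was immune when at least 80% of its genes were in the sets named Immune System.

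The change shared by responding and nonresponding tumors was measured as the correlation of their Wald statistics against untreated tumors, beside 100 simulations of unchanged groups sharing the untreated libraries. Overlaps of called genes were set against the same kind of simulation, sharing the untreated or the responding libraries. Simulated genes were independent of each other, so the spread of these simulations is too narrow for genes that vary together. The size of the change was the root of the mean squared statistic less 1, scaled to the group sizes, with intervals from 1000 bootstrap draws over genes. Effects of 2 cell types were compared per gene by the difference of their Wald statistics over its SD. This treats the libraries of the cell types as independent, although CAFs and tumor cells appear to share tumors. These 3 measures were planned with standard errors, which moderated fold changes do not give, and were replaced by the forms described once the columns had been read. The effect of anti-IFNAR was correlated with the other comparisons of CD8+ T cells, with p-values from 10000 shuffles of genes. The list test, the correlation of groups that share controls, the size of the change and the difference between cell types were tested on simulated data, and the shuffles, the random lists and the Reactome step were not. The list test recovered 5 of 5 lists of 40 genes that had been shifted, and 6 of 200 unchanged lists had a p-value under 0.05. Unchanged groups sharing controls correlated by 0.4922 where the group sizes give 0.4924, sizes of 0.6 and 0.3 came back as 0.5957 and 0.2954, and 198 of 200 changed genes were found with 9 of 12800 unchanged genes called.

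Genes were named by a rule: in each comparison the 3 highest and 3 lowest Wald statistics among called genes with a mean of at least 50, the genes of Fig. 3C and of the paper, a set of interferon, damage and sort marker genes, and the top genes of a list. Alternatives were another threshold, an absolute log2 fold change of at least 1, Benjamini-Hochberg adjustment over every gene with a p-value, minimum means of 10 and 50, ranks in place of statistics, an inter-gene correlation of 0.05, Spearman correlation and correlation of log2 fold changes. The calculations were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

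Clustering, leaving out samples, other splits of the samples and an estimated correlation between genes need values per sample and were left out. The gene set collection used by the paper was not used here. The result of 1 gene under the naming rule is not reported here.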

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

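Some tests were chosen only after the result was seen. They were the tests on the share of the sorted cells, the bound on macrophage RNA from 8 marker genes and the comparison of macrophage lists between cell types. So was the use of the counts of differing genes with a mean of at least 50 as a test of few reads. That minimum mean was itself an alternative set beforehand. The neutrophil and fibroblast lists were picked for the permutation tests after the values of all lists had been seen. They replaced a test on the T cell marker list, which differed by 0.5995 in responding against untreated tumors and by 0.3506 against nonresponding tumors in CD8+ T cells, and which could not decide, since the high level of its genes would hide a small share of other cells.

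The effect of response (responding against nonresponding tumors) was compared between cell types for each list, and 18 of 66 differences passed an adjusted p-value of 0.05. Of these, 2 were of the DNA repair genes of Fig. 3C (1.03 in tumor cells against CAFs and 1.605 against CD8+ T cells), which were chosen on these libraries, and they are not weighed here. Values are mean differences in Wald units relative to the other genes, and the libraries of the cell types were treated as independent. CAFs and tumor cells share tumor numbers and response status, so they appear to come from the same tumors and are not independent. The type I IFN response list was higher in CAFs than in CD8+ T cells by 1.306 and in tumor cells than in CD8+ T cells by 1.38. The other differences of CAFs from CD8+ T cells were p53 targets -0.9764, DNA repair 0.9017, cell cycle 1.5, T cell activation and effector -1.129, B and plasma cell markers -1.679, neutrophil markers -1.742 and endothelial markers -1.512. Those of tumor cells from CD8+ T cells were p53 targets -0.7753, DNA repair 0.9756, cell cycle 1.592, T cell activation and effector -1.539 and endothelial markers -1.265. Tumor cells differed from CAFs in macrophage markers by -0.9054 and in smooth and skeletal muscle markers by 1.445. RNA from macrophages in the sorted CAFs or tumor cells could raise the type I IFN response list there. The macrophage list differed by 0.6877 between CAFs and CD8+ T cells and by -0.2025 between tumor cells and CD8+ T cells, neither past the threshold, which leaves this explanation open. A difference between the cell types themselves stays open too.

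The cell cycle difference follows from CD8+ T cells, in which the cell cycle list was lower in responding than in nonresponding tumors. A lower share of CD8+ T cells among the sorted cells would raise the markers of all other cells alike. Neutrophil markers (mean Wald statistic 2.608) and fibroblast markers (0.1078) moved apart there, with a permutation p of 0.00254. Since these lists were picked after their values were seen, this p-value cannot decide, and a lower share is not excluded. More neutrophils among the sorted cells, or a change in the T cells, stays open too.

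For single genes, the effect of response differed between tumor cells and CAFs in 29 genes, between tumor cells and CD8+ T cells in 63 genes and between CAFs and CD8+ T cells in 63 genes. Genes with few reads could give such differences. Among genes with a mean of at least 50, 6, 36 and 27 genes differed, so few reads are not the whole cause, but they stay open for the other genes. Gfap led the difference between tumor cells and CAFs, with a mean of 55.27 and a log2 fold change of -0.68 beside a Wald statistic of -10.1 in the authors' deposited table of CAFs. Btg2 and Egr1 were among those that differed between tumor cells and CD8+ T cells. The libraries and tables of CD8+ T cells came from another fit, and this cannot be separated from the cell type.

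Transcripts outside the genes discussed by the paper were higher than in untreated tumors in sorted CAFs and tumor cells. Of 58 tests of marker lists against untreated tumors or IgG, 14 were higher. In CAFs, macrophage markers were higher by 4.014 in responding and 2.199 in nonresponding tumors, and fibroblast markers, which CAFs express themselves, by 1.983 and 2.025. In tumor cells, macrophage markers were higher by 2.523 in responding and 1.908 in nonresponding tumors, neutrophil markers by 1.86 in responding tumors, and T cell markers, with 4 genes tested, by 1.718 and fibroblast markers by 1.173 in nonresponding tumors. All 20 macrophage genes had a mean of at least 10, and 1 of them is also on the IFN gamma response list. A lower share of CAFs or tumor cells among the sorted cells would raise all other markers. Erythroid markers, with 5 genes tested, were lower instead, by -3.467 and -1.445 in CAFs from responding and nonresponding tumors and by -2.251 and -1.359 in tumor cells, which argues against that share as the whole cause, as long as erythroid RNA was not itself lowered by treatment, which was not tested. More macrophages in irradiated tumors, and so more of their RNA in each sort, may explain the macrophage transcripts and stays open.

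In CD8+ T cells, p53 targets were higher than in untreated tumors by 2.982 in responding and 1.437 in nonresponding tumors, and higher with anti-IFNAR than with IgG by 0.7871. RNA from irradiated tumor cells could bring them. In the sorted tumor cells themselves, p53 targets did not pass the threshold against untreated tumors (adjusted p = 0.2487 in responding and 0.5115 in nonresponding tumors, limma). A result short of the threshold does not exclude a rise there. The colon epithelium list, with 9 of 18 genes tested, differed by -0.1364 in nonresponding tumors and by 1.283 in responding tumors (adjusted p = 0.1375, limma), and it was higher by 1.357 in responding than in nonresponding tumors (adjusted p = 0.01214, limma). Few genes were tested, and the paper describes malignant regions as lacking EpCAM, so an epithelial list may miss RNA of these tumor cells. It therefore cannot decide, and RNA from tumor cells stays open, as does a response of the T cells to radiation.

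B and plasma cell markers were higher in CD8+ T cells by 2.735 in responding and 1.312 in nonresponding tumors, and neutrophil and endothelial markers by 2.909 and 2.737 in responding tumors. Macrophage markers were higher by 2.849 with anti-IFNAR. A lower share of CD8+ T cells among the sorted cells would raise fibroblast markers as well. Neutrophil (mean Wald statistic 2.971) and fibroblast markers (-1.156) moved apart in responding tumors, with a permutation p of 2.00e-05, the smallest that 100000 draws can give on 2 sides. Fibroblast markers differed by -1.179 in nonresponding tumors and by -1.012 with anti-IFNAR. The lists of the permutation test were picked after their values were seen, and whether fibroblasts themselves became fewer in these tumors was not tested. A lower share is therefore not excluded, and more of the other cells in these tumors stays open too.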

How the results depend on the processing

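The settings chosen only after the result was seen were the noise variance from the middle of the statistics, the root mean square of the log2 fold changes, the correlations without the type I IFN response list for responding and nonresponding tumors, and the smaller limits on the log2 fold change. Of 202 values of 67 results under the alternatives, 175 kept their direction and side of the threshold, or stayed within 1.5 times a count, and 27 did not. The cause was not tested for any of the 27.

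An absolute log2 fold change of at least 1 lowered the called genes to 98 for tumor cells from nonresponding tumors against untreated, 239 for CAFs from nonresponding tumors, 914 and about 1.0e+02 for CD8+ T cells from responding and nonresponding tumors, and 105 for CD8+ T cells from responding against nonresponding tumors. The share of higher genes moved there from 43.87% to 58.16% in CAFs from nonresponding tumors, and in CD8+ T cells from 52.55% to 65.1% (responding), 76.89% to 92.08% (nonresponding) and 62.44% to 74.29% (responding against nonresponding). In tumor cells it moved from 43.89% to 55.28% for responding tumors at a mean of at least 10, and from 73.38% to 84.76% for nonresponding tumors at a threshold of 0.01. Benjamini-Hochberg adjustment over every gene with a p-value gave 64 for tumor cells from responding against nonresponding tumors, and 133 and 136 for CD8+ T cells from nonresponding against untreated and responding against nonresponding tumors. Thresholds of 0.01 and 0.1 gave 486 and 1768 genes for tumor cells from responding against untreated tumors.

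With the inter-gene correlation set to 0.05, adjusted p-values no longer passed for the cell cycle list in nonresponding against untreated tumors (0.05386 in CD8+ T cells, with a range over its alternatives from 9.18e-05, and 0.09208 in tumor cells, from 6.93e-04), nor in CD8+ T cells from responding against nonresponding tumors for type I IFN response (0.1114, from 0.001289) and IFN gamma response (0.1378, from 0.02484). On ranks, the last gave 0.08736. The sign reversed on ranks for T cell naive and memory with anti-IFNAR (0.8117), and for DNA repair in tumor cells from responding against untreated tumors among genes with a mean of at least 50 (0.7245), neither of which passed under any setting. The Reactome sets past the threshold fell most at a correlation of 0.05, to 0 in CAFs, 5 in tumor cells, 6 with anti-IFNAR, and 9 and 210 in CD8+ T cells from nonresponding and responding against untreated tumors. In CAFs 83 sets thus rest on a low correlation between genes. The type I IFN response list passed under every alternative in tumor cells and CAFs, with largest adjusted p-values of 1.80e-05 and 8.07e-05 between responding and nonresponding tumors.

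The genes whose effect of response differed between cell types numbered 6 (tumor cells and CAFs), 36 (tumor cells and CD8+ T cells) and 27 (CAFs and CD8+ T cells) at a mean of at least 50, and 143 and 127 for the last 2 pairs at a threshold of 0.1.

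The correlation of responding and nonresponding changes ran from 0.6195 to 0.6989 in tumor cells, 0.7276 to 0.7948 in CAFs and 0.6864 to 0.7337 in CD8+ T cells. The size ratio ran from 1.644 to 4.763, 1.687 to 7.006 and 1.507 to 3.157. It had no value for tumor cells and CD8+ T cells when all genes with a p-value were used, since the statistics of nonresponding tumors did not exceed noise there. The upper end of its interval was also missing for tumor cells at a mean of at least 50 and for CAFs with all genes.

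Centring on the median moved the split of called genes with a mean of at least 10 in responding against untreated tumors. In CAFs, 57.99% were lower as deposited and 41.49% after centring, and in tumor cells 44.76% and 22.34%.

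No paired analysis was possible because the tables hold no values per sample. For the same reason no sample was left out, no other splits of the samples were tried, no single sample was compared with the rest of its group, and neither fry nor an estimated correlation between genes was run.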

Differences from the paper's values

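No test here was chosen only after the result was seen, apart from the settings named as such. The counts of called genes in tumor cells were near the paper's. The authors' deposited tables gave 1153 and 154 genes against the paper's 1128 and 131. An absolute log2 fold change over 0.4 gave 1128 for responding tumors and one over 0.5 gave 131 for nonresponding tumors, but these limits were chosen after seeing the values. Of the alternatives set before the data were examined, a mean of at least 10 gave 131 for nonresponding tumors and 890 for responding tumors. The ratio of the counts was 7.487, where the paper writes almost 10. The alternatives set beforehand moved this ratio both ways. They ran from 4.629 at a threshold of 0.01 to 9.245 with an absolute log2 fold change of at least 1. The share of immune pathways in responding CAFs was 62.65% against the paper's 76%, from other gene sets. The rule for an immune set used here also counted sets such as Regulation of Apoptosis.

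The paper reports pathways enriched in CAFs from nonresponding tumors. Here 0 of 663 Reactome sets passed toward nonresponding tumors, with 2 at an unadjusted p-value under 0.05, and 83 passed toward responding tumors. The count past the threshold toward nonresponding tumors was also 0 on ranks, with 9 unadjusted, and at an inter-gene correlation of 0.05, with 1 unadjusted. The gene sets were not those of the paper.

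The paper names the IFN response as the single enrichment of responding over nonresponding tumor cells. Here 123 Reactome sets passed, 48 of them immune, and 5 passed at an inter-gene correlation of 0.05. Of these 5, 4 had the same value over 29 genes, the other was the ER-Phagosome pathway, and none was named for interferon. The type I IFN response list was also higher in nonresponding than in untreated tumors, by 4.71 in tumor cells, 4.562 in CAFs and 3.242 in CD8+ T cells. That is another comparison and does not conflict with the paper. By ELISA, the paper also found more IFNβ protein in irradiated than in untreated tumors on day 14. Its difference in IFNβ between responding and nonresponding tumors was found at an earlier time, which these data do not cover.

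The paper describes cell death and DNA repair genes as raised in responding and not in nonresponding tumor cells. A list of 58 DNA repair genes differed by 0.1688 (adjusted p = 0.4841, limma) and the apoptosis core list by 0.1692 (adjusted p = 0.5238, limma) between responding and nonresponding tumors. The Reactome set Apoptosis was higher in that comparison, by 0.4166 over 128 genes (adjusted p = 0.04583, limma), though not among the sets past the threshold at an inter-gene correlation of 0.05. Irf1 is blank for responding tumors in Fig. 3C, while the authors' deposited table gives it a log2 fold change of -0.44 (adjusted p = 0.04185, DESeq2).

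The paper reports little pathway change in CD8+ T cells from nonresponding tumors. Here 127 of 660 Reactome sets passed against untreated tumors, and 9 did at an inter-gene correlation of 0.05.

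The paper links type I IFN signaling to T cell activation in responding tumors. In CD8+ T cells the type I IFN response list was not higher in responding than in nonresponding tumors (difference -0.6442, adjusted p = 0.005486, limma). The Reactome set Interferon Signaling, each time against untreated tumors, lay 1.468 above the other genes in responding and 0.953 above in nonresponding tumors. Reactome sets were not tested directly between responding and nonresponding CD8+ T cells. The effect of anti-IFNAR against IgG correlated with that of response with r = 0.188, where a move toward nonresponding cells would give a negative value. The paper instead clustered anti-IFNAR samples with responders and nonresponders, which could not be repeated. Genes of other cells were not left out, so r need not reflect T cells alone and does not decide against that clustering.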

Other observations

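The bound on macrophage RNA with its 8 marker genes and the centring on the median were chosen only after the result was seen.

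The type I IFN response list was higher in nonresponding than in untreated tumors in CAFs and tumor cells. The test planned for RNA from macrophages was whether macrophage markers rose too, and they did, by 2.199 in CAFs and 1.908 in tumor cells, so by that test macrophage RNA could be the source. A bound on its amount was added. If the macrophages resemble those in the CD8+ T cell sort, where all Cd68 was taken as theirs, their RNA could bring at most 7.788% of the level of the median type I IFN response gene in CAFs and tumor cells, and at least 50% for 3 of 60 genes. The level of Cd68 in the authors' deposited tables was 285.7 in that fit and 2923 in the CD8+ T cell fit. These levels are means over CAF and tumor cell libraries together, so the bound cannot tell the sorts apart. The bound rests on a macrophage profile that was assumed and not measured, so it excludes nothing, and macrophage RNA stays open. A shift of every gene would move random lists as far, and 0 of 10000 random lists reached the median in either cell type. This argues against such a shift as the whole cause. A response of CAFs and tumor cells to IFN stays open too.

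Called genes in responding against untreated tumors split unevenly in CAFs and tumor cells. Gene length bias gave a Spearman rho across genes of 0.117 in CAFs and -0.01305 in tumor cells, and GC content bias 0.1914 and 0.1709, under the limit of 0.2 set for it but near it, so a part of the pattern could come from GC content. Among all called genes, 67.96% were lower in CAFs and 56.11% in tumor cells, and after centring on the median 49.62% and 28.66% were lower. Among genes with a mean of at least 10, centring gave 41.49% in CAFs, from 57.99%. In tumor cells it gave 22.34%, from 44.76%. Centring moves every statistic the same way, so these values do not tell a shift from the authors' normalization from a change in the cells, and both stay open.

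More genes were called in responding than in nonresponding tumor cells. A threshold on the adjusted p-value alone could exaggerate such a difference. The ratio of the sizes of the change, which uses no threshold, had a lower end of 2.618. With the noise variance taken from the middle of the statistics it was 1.81 and on the log2 fold changes 1.613, 2 settings chosen after the values were seen. All 3 are above 1, so the threshold is not the whole cause, while the size of the ratio depends on the setting.

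The remaining lists gave these values. The ROS pathway list differed by 0.4633 between responding and nonresponding tumor cells (adjusted p = 0.06911, limma), by 0.2509 in CAFs (adjusted p = 0.392, limma) and by 0.6854 with anti-IFNAR (adjusted p = 0.004558, limma). The sort markers differed by 1.977 in CAFs from responding against untreated tumors (adjusted p = 0.01588, limma) and by 0.1861 in CD8+ T cells (adjusted p = 0.8723, limma). Smooth and skeletal muscle markers differed by -1.258 in CAFs from responding against nonresponding tumors (adjusted p = 0.0156, limma).

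In tumor cells, the transcripts of 2 DAMPs stained by the paper gave these values for responding against nonresponding tumors in the authors' deposited table: Hmgb1 a log2 fold change of 0.08 (adjusted p = 0.8822, DESeq2) and Calr 0.24 (adjusted p = 0.4958, DESeq2). Transcript levels need not follow release or exposure of the proteins.

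Some called genes had a Wald statistic beyond 8 with an absolute log2 fold change under 0.5, from 0 to 6 genes in each comparison. The fold changes are moderated, but the cause of this pattern was not tested.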
